# Multi-omics analysis of aggregative multicellularity

**DOI:** 10.1016/j.isci.2024.110659

**Published:** 2024-08-03

**Authors:** Bart Edelbroek, Jakub Orzechowski Westholm, Jonas Bergquist, Fredrik Söderbom

**Keywords:** Organizational aspects of cell biology, Developmental biology, Expression study, Omics, Proteomics, Transcriptomics

## Abstract

All organisms have to carefully regulate their gene expression, not least during development. mRNA levels are often used as proxy for protein output; however, this approach ignores post-transcriptional effects. In particular, mRNA-protein correlation remains elusive for organisms that exhibit aggregative rather than clonal multicellularity. We addressed this issue by generating a paired transcriptomics and proteomics time series during the transition from uni-to multicellular stage in the social ameba *Dictyostelium discoideum*. Our data reveals that mRNA and protein levels correlate highly during unicellular growth, but decrease when multicellular development is initiated. This accentuates that transcripts alone cannot accurately predict protein levels. The dataset provides a useful resource to study gene expression during aggregative multicellular development. Additionally, our study provides an example of how to analyze and visualize mRNA and protein levels, which should be broadly applicable to other organisms and conditions.

## Highlights

• Extensive capture of transcriptome and proteome through multicellular development
• High correlation of transcript and protein abundance is reduced during development
• Dynamically regulated mRNA results in linear regulation of cognate protein
• A time lag of 2–4 h is observed between mRNA and protein regulation

## Introduction

One of the pillars of biology is the central dogma which states that, exceptions aside, the information stored in DNA is transferred to RNA and further passed on to produce proteins.^1^ Messenger RNA (mRNA) is transcribed from DNA and translated into protein in a quantitative manner. It follows that the levels of mRNA and protein are connected to each other. Both are dynamically regulated and change due to environmental and developmental cues.

Transcriptomic and proteomic analyses have experienced incredible improvement in throughput and accuracy, however, sensitivity of proteomics with LC-MS/MS is still lagging behind the sensitivity of transcriptomics by next-generation sequencing.^2^ Also, in proteomics the signal cannot be amplified by, e.g., PCR. When comparing these two omics approaches, studies based on transcriptomics have increased dramatically relative to studies based on proteomics, reflected by the number of datasets available in different repositories.^3^^,^^4^

It is not uncommon that mRNA levels are used as a proxy for the levels of the effector molecules – the proteins. There is, however, not always a linear relationship between mRNA and protein, which can be attributed to, e.g., differences in translation rates or protein stability.^5^ Studying the correlation between mRNA and protein levels is important in order to understand to what extent transcriptomics data can be used to predict gene expression.^6^

Organisms across the Tree of Life have evolved distinct strategies which control the balance between mRNA and protein.^7^ Due to these differences, the mRNA-protein correlation can differ between species, especially those that are phylogenetically distantly related. Additionally, the correlation between mRNA and protein can be different depending on the biological context of the cell. In steady-state cells, at the population level, the mRNA levels and protein levels are expected to be relatively stable, and their correlation high.^5^ On the other hand, when the cells are undergoing changes, many genes will be differentially regulated and the correlation might be lower. One example of this is development, where cells undergo major differential gene expression. Here, cells transition to a different behavior or identity through intrinsic or extrinsic signals.

Previously, the relationship between mRNA and protein has been studied by paired transcriptomics and proteomics at specific developmental stages in organisms dedicated to clonal multicellularity, such as animals and plants.^8^^,^^9^^,^^10^^,^^11^ However, less is known about the correlation between mRNA and protein in other organisms. Such studies would provide insight into evolutionary aspects of the control of genetic output. Importantly, the mRNA-protein correlation during the transition from uni-to multicellular life has not yet been extensively explored. This transition can be studied in organisms with facultative multicellularity, also referred to as aggregative multicellularity, i.e., they can alter between uni- and multicellular lifestyles.^12^^,^^13^ This enables studies of processes involved in transforming single cells into a multicellular organism. Facultative multicellularity evolved independently at least seven times during the course of evolution and has been found in the majority of all eukaryotic linages.^13^ The best studied example of organisms that go through aggregative multicellularity belong to Dictyostelia social amebae.^14^ One of these is the well-established model organism *Dictyostelium discoideum*.^15^ When the amebae run out of food, a developmental program is initiated where, *D. discoideum* transitions from free-living to multicellular. First, the cells form aggregates of up to 100,000 cells, which then continue to develop into a fruiting body, where dead stalk cells support a ball of spores.^16^ This aggregative multicellular development has been studied thoroughly at the RNA level, characterizing the main processes involved in the developmental program as well as differentiation into specialized cell types at the single-cell level.^17^^,^^18^^,^^19^^,^^20^^,^^21^ Thus far, the developmental proteome has not been extensively studied, and it remains unknown how well the observed transcriptional changes are reflected at the protein level.

In this study, we performed transcriptomics and proteomics analyses at several time points during growth and early development of *D. discoideum* to elucidate the mRNA and protein levels throughout multicellular aggregation. This setup allowed for a unique opportunity to study the regulation of genetic output during the transition from uni-to multicellular life. We confirmed previous findings, which identified differentially regulated genes involved in processes essential for early development. Additionally, we detected many genes that are dynamically regulated, where specific mRNAs can be, for example, upregulated early during development and downregulated at the later stages, and vice versa. However, at the protein level many of the dynamically regulated mRNAs result in linearly regulated proteins. Another observation was that, in general, protein expression is delayed several hours as compared to mRNA expression. Levels of mRNA and protein correlate to a high degree during growth (across genes Spearman correlation = 0.65). The correlation decreases after the onset of development, mainly due to the time lag between mRNA transcription and protein translation. Hence, the data presented here show that the correlation between transcriptomics and proteomics is dependent on the conditions being studied and it is important to proceed with caution when using the transcriptome as a proxy for protein expression. The data presented in this study will also be a valuable resource for investigating *D. discoideum* development and are available in an interactive web app for ease of use: https://edelbroek2024.serve.scilifelab.se.

## Results

### Experimental setup

The multicellular development of *Dictyostelium discoideum* starts when unicellular amebae starve and embark on a developmental program. During this process, cells go through distinct morphological stages including streaming where cells move together in response to the secreted chemoattractant cAMP. This is followed by the formation of a loose aggregate of about 100,000 cells, which subsequently produce an acellular matrix that covers the aggregate to make up the mound/tight aggregate stage. At this time cells start to differentiate, mainly into cells that will become spore- and stalk-cells, and form a motile slug that culminates into a fruiting body or “sorocarp”^22^ (Figure 1A). Here, we aimed to investigate how the transcriptome and proteome are regulated and correlated during early multicellular development of *D. discoideum*. Cells were starved on non-nutrient agar plates to induce multicellular aggregation after which they were harvested at time increments during 0–10h post starvation (Figures 1A and 1B). In order to minimize biological and technical variations, we collected cells from both halves of each plate and processed the cells for proteomics and transcriptomics, respectively (Figure 1A).

**Figure 1:**
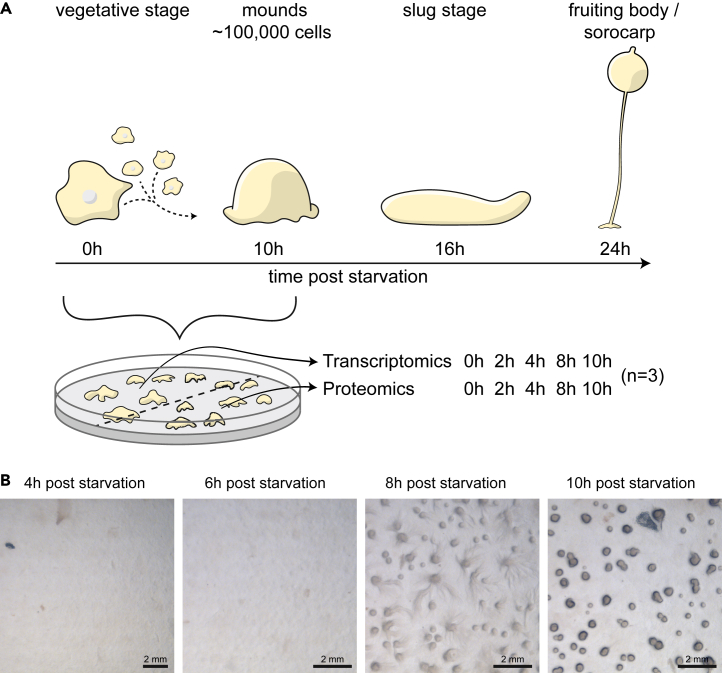
Experimental setup (A) Axenically grown cells were washed and plated on non-nutrient agar plates to induce multicellular development. Samples were taken from the same plate for transcriptomics and proteomics at 0h, 2h, 4h, 8h, and 10h post initiation of starvation, for a total of 15 paired transcriptomics and proteomics libraries. (B) Multicellular development of *D. discoideum* on non-nutrient agar plates, at 4h, 6h, 8h, and 10h post initiation of starvation.

### Major reorganization of the transcriptome during multicellular aggregation

In order to acquire a more detailed understanding of the dynamically regulated transcriptome during multicellular development, we decided to include additional RNA-seq libraries. Beside the 15 paired libraries, each time point was supplemented with a fourth biological replicate. In addition, we added four biological replicates of an extra time-point (6-h time point), for a total of 24 RNA-seq libraries. 

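RNA of *D. discoideum* AX4, a wild-type strain able to grow without bacteria, was sequenced at 0h, 2h, 4h, 6h, 8h and 10h after the onset of starvation, with 4 biological replicates per time point and a stranded protocol that selects polyadenylated transcripts. The authors deposited, for each of the 24 libraries, the number of reads that featureCounts assigned to each gene, as raw counts without normalization. The table lists 11278 entries, of which 11058 were matched to protein-coding genes, and the 10636 of these with more than 1 read in any library were tested. Between 12059823 and 44168225 reads per library were counted on genes, with a median of 26137179. The median was 29592462.5 at 0h, 31825549.5 at 2h, 21743936.5 at 4h, 20420902 at 6h, 27415343 at 8h and 23532483.5 at 10h. The level that 3 reads represent lay between 0.0705 and 0.256 CPM, the counts scaled to a common library size with the TMM factors. Such floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. The columns name the libraries of each time point with the letters h to k, which neither the labels nor the paper's text link to replicate numbers, so that each library is named by its time point and letter. The same letters recur at each time point. Deviations from the time point means correlated at a mean of 0.100 over the 60 pairs of libraries with the same letter and -0.0326 over the 180 pairs with different letters (permutation of the letters within time points, p = 0.00785), and results with the letter as a replicate block are given beside those without it. Counts were normalized with edgeR's TMM method, with factors from 0.586 (library k at 2h) to 1.28, and tested with edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. The spread between libraries of one time point was far above counting noise, with a chi-square per degree of freedom between 29.67 and 1124 for pairs of libraries. Libraries of one time point also differed along gene length, with a median absolute Spearman correlation of 0.254 between a library's deviations and gene length among genes of similar level. Chromosome positions are given as in the deposited table, which does not name its genome build.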

The broad transcriptional changes over time were investigated by principal component analysis (PCA) (Figure 2A). 

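The variance-stabilized counts of the 500 most variable genes were entered into a principal component analysis of the 24 libraries. The first component took up 82.1% of their variance and the second 10.0%. Across libraries, the first component rose with time, with Pearson's r = 0.954 and Spearman's rho = 0.987 (2-sided permutation test with 100000 resamples, p = 1e-05 for each, the smallest p these resamples can give, and 2e-05 after adjustment over the 4 relations computed). Without the 2 libraries whose scores on this component lay farthest from the median score, r was 0.944. The mean score on this component was -64.9 ± 4.33 (SD, n = 4) at 0h, -6.99 ± 11.6 at 6h and 93.3 ± 9.0 at 10h. Scores on the second component averaged -25.5 ± 2.81 (SD, n = 4) at 0h, 30.4 ± 6.46 at 6h and -23.6 ± 7.39 at 10h, so that the 6h libraries lay apart from both ends by more than the spread between replicates. This component had no monotonic relation to time (r = 0.200, permutation p = 0.343, rho = 0.162, permutation p = 0.448, both 0.448 after adjustment). With all tested genes in place of the 500 most variable, the first component took up 54.0% of the variance.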

Developmental time correlates highly with the first principal component, whereas the second principal component oscillates from 0h to 6h back to 10h. The biological replicates showed minimal variation, both in the PCA plot and by calculating their correlation (Figure S1). 

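Across the tested genes, Spearman's correlation between 2 libraries of the same time point had a median of 0.969 over 36 pairs, with a range from 0.926 to 0.995. Between libraries of different time points, the median was 0.855 over 240 pairs, with a range from 0.632 to 0.970, so that the ranges overlapped. These correlations are across genes, which are not independent replicates. For 23 of the 24 libraries, the closest other library belonged to the same time point. The exception was library i at 10h, which was closest to library h at 8h (0.957). When only the 500 most variable genes were used, the lowest correlation within a time point was 0.875.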

From our data, we could identify 8310 protein coding transcripts differentially expressed at any of the time points (likelihood ratio test^23^ comparing a model where gene expression is determined by developmental time vs. a model of constant expression, FDR-adjusted *p*-value <0.01). This suggests that the great majority of the in total 11,866 proteins are regulated at the transcript level during the first 10h of multicellular development (Tables 1 and S1).

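With edgeR's quasi-likelihood F-test of all time points together, 7723 of the 10636 tested genes, or 72.6%, were differentially expressed over time at an adjusted p-value threshold of 0.01. The alternative that moved this count most at the same threshold was DESeq2's likelihood ratio test, which called 8310 genes, 7675 of them shared with edgeR. With the column letter as a replicate block, edgeR called 7860 genes, 7606 of them shared with the fit without the block. Of the genes edgeR called, 495 changed less than 2-fold against 0h at every time point.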

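Against 0h, 1647 genes were higher and 1330 lower at 2h by edgeR's quasi-likelihood test. These numbers grew to 1920 and 1477 genes at 4h, 2249 and 1777 at 6h, and 2886 and 2499 at 8h. At 10h, 2804 genes were higher and 2305 were lower. With library size in place of TMM normalization, 830 genes were higher and 1972 lower at 2h, and 1462 and 1552 at 4h. The counts were then 2137 and 1526 at 6h, 2213 and 3040 at 8h, and 2384 and 2473 at 10h. More genes were thus higher than lower under library size at 6h only. The fit with the letter as a replicate block called 1699 genes higher and 1484 lower at 2h, and 2837 and 2460 at 10h. From the large share of transcripts that change with time, the paper proposes that most proteins are regulated at the transcript level during the first 10h of development.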

**Figure 2:**
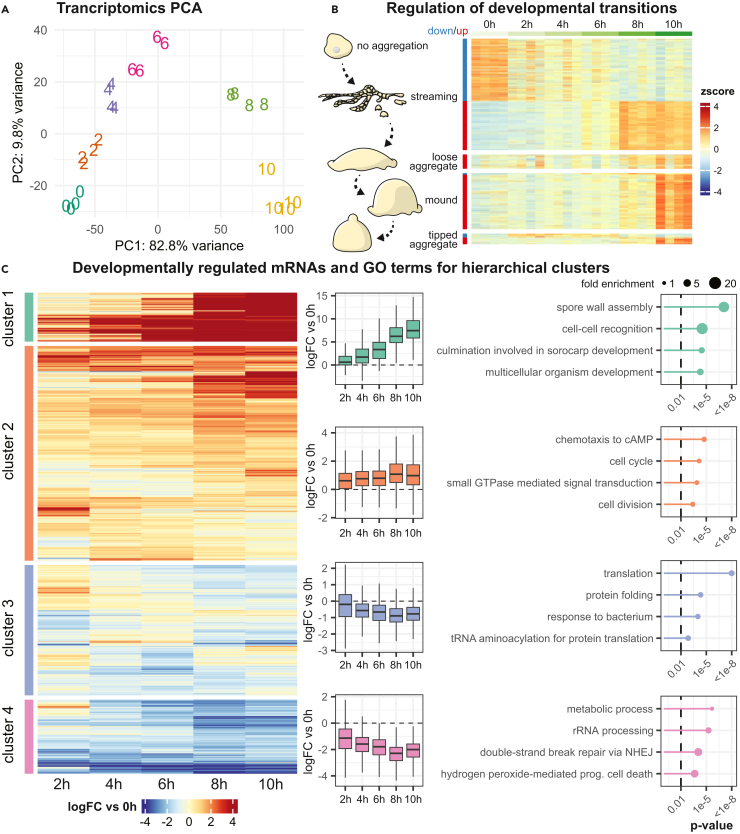
Major reorganization of transcriptome during multicellular aggregation (A) Principal component analysis (PCA) of the developmental transcriptome based on the 500 transcripts that show the most variation. The first two principal components (PC1, PC2) are shown, which together explain 92.6% of the variance. Four biological replicates were analyzed per time point. Each replicate is plotted as a number, representing the time point of the replicate. (B) Regulation of the milestone gene transcripts over time. Milestone genes are included, which characterize the transition from “no aggregation” to “streaming” (streaming), from “streaming” to “loose aggregate” (loose aggregate), from “loose aggregate” to “mound” (mound) and from “mound” to “tipped aggregate”,^17^ from top to bottom. Illustrations of the morphological structures are included on the left. Whether the milestone genes are defined as downregulated (blue) or upregulated (red) in the transition, is annotated on the left. (C) Hierarchical clustering of protein coding transcripts based on log fold change (logFC) versus the 0h time point. Transcripts were grouped into four main clusters, with the general regulation of each transcript shown in the heatmap to the left, and the general regulation of the cluster shown with boxplots for each time point to the right. The dashed line indicates a logFC of 0 versus the 0h time point. On the far right, the four most significant GO-terms for each cluster are shown, with Fisher’s exact test *p*-value for each GO-term (the dashed line indicates *p*-value 0.01). The size of the filled circles represents the fold enrichment of the GO-term in the cluster. For the full set of significant GO-terms, see Table S2.

**Table 1:** Numbers of quantified transcripts and proteins, in the separate and combined analysis

Description	transcripts	proteins	transcripts and proteins
All annotated protein coding genes	11866	11866	11866
Expressed transcripts/quantified proteins	10714	3663	3604
% expressed transcripts/quantified proteins of all protein coding genes	90.3%	30.9%	30.4%
Differentially expressed transcripts/proteins	8310	672	589
% differentially expressed of total expressed transcripts/quantified proteins	77.6%	18.3%	16.3%

All annotated protein coding genes represent all genes which feature a Uniprot protein identifier, accessed from dictyBase^24^ (http://dictybase.org/). The expressed transcripts are those which feature more than one read in any of the replicates, the quantified proteins are those that could be quantified in all replicates, after imputation. Differentially expressed transcripts are defined with DEseq2 likelihood ratio tests,^23^ and differentially expressed proteins with limma F-test,^25^ with adjusted *p*-values below 0.01. For differentially expressed transcripts/proteins, under heading “transcripts and proteins”, genes are included for which both the transcript and protein were differentially expressed in their respective analyses.

A previous study on multicellular development in *D. discoideum* identified transcripts which undergo sharp changes during developmental transitions – so called “milestone genes”.^17^ We investigated the regulation of these milestone genes in our transcriptomics dataset (and in our proteomic data, see below). Sharp down- and upregulation could be observed for the milestone genes which characterize the transition from no aggregation to streaming at the 8h time point (Figure 2B). Those that characterize the transition from loose aggregates to mounds are strongly regulated at the 10-h time point (Figure 2B). The temporal regulation of the milestone genes matches the morphological stages observed during development (Figure 1B). It should be noted that the milestone genes defined by Katoh-Kurasawa et al. were identified by developing cells on nitrocellulose filters^17^ whereas we developed our cells on non-nutrient agar plates. From our data it appears that the regulation of the milestone genes is robust and independent of the method used for development. We could further verify that changes due to the developmental method are minimal by comparing our dataset to the 0–10h data by Rosengarten et al., developed on nitrocellulose.^19^ Reanalysis of their data revealed broadly the same regulation for protein coding transcripts identified as differentially expressed in both datasets (Figure S2).

The 8310 protein coding transcripts that were identified as differentially expressed were clustered based on their fold change relative to 0h at the different time points. Subsequently, the genes were split into four groups based on hierarchical clustering, i.e., highly upregulated in cluster 1, genes moderately upregulated in cluster 2, genes moderately downregulated from 4 h of development in cluster 3, and genes strongly downregulated in cluster 4 (Figure 2C). 

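The 7723 genes called by edgeR were grouped by hierarchical clustering (Euclidean distance, complete linkage) of their log2 fold changes against 0h into 4 clusters. Cluster 1 held 228 genes with a median log2 fold change of 10.4 at 10h, and cluster 2 held 1189 genes with a median of 4.69. The 3481 genes of cluster 3 had a median of 0.65 at 4h and 0.71 at 10h. Cluster 4 comprised 2825 genes, with a median of -1.19 at 4h and -1.56 at 10h. These sizes depended on the linkage and on single libraries: cluster 1 held 1027 genes under Ward's linkage and cluster 4 held 71 under average linkage. The cluster numbers do not correspond to the paper's, which places moderately lower genes in cluster 3 and strongly lower ones in cluster 4. Here cluster 3 was higher by its median, and only cluster 4 was lower.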

In order to classify the differentially expressed genes in each cluster, we performed Gene Ontology-terms (GO-terms) enrichment analysis. This showed that the highly upregulated genes in general are associated with processes connected to development of multicellularity, such as cell-cell recognition, culmination involved in fruiting body development, and assembly of the spore wall (ultimately leading to formation of spores) (Figure 2C). 

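Among the genes with the largest rise, DDB_G0276165 (chromosome 2, 6540332 to 6540808) reached 1082 ± 736 CPM (SD, n = 4) at 10h, at least 10700-fold higher than the floor of the 0h libraries, where no library had more than 1 read of it. The others, by the same measure, were DDB_G0281173 (chromosome 3, 4159792 to 4160200) at least 10540-fold higher, fnkB (chromosome 1, 1147906 to 1149709) at least 4628-fold, DDB_G0279615 (chromosome 3, 2320716 to 2321071) at least 4174-fold and DDB_G0284781 (chromosome 4, 2477519 to 2477929) at least 1158-fold higher. Of the spore coat genes, cotA (DDB_G0276941, chromosome 2, 7449242 to 7451310) rose from 0.288 ± 0.240 CPM at 0h to 4991 ± 2981 CPM (SD, n = 4) at 10h, a log2 fold change of 14.02 (standard error 1.29, edgeR adjusted p = 7.21e-10). As a set, the 5 spore coat genes had a mean log2 fold change of 6.50 at 8h and 9.93 at 10h, and each of the 4 libraries at 10h had a higher mean level than every 0h library (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). After adjustment over the 51 exact tests of gene sets, the smallest p was 0.0503, so none of them passed 0.05, and 29 had an unadjusted p below it. The competitive test camera of edgeR gave the set an adjusted p of 8.98e-05 at 10h, but 15 of the 35 splits of the 0h and 10h libraries gave as many sets past its threshold (2 of the 18 splits with 2 libraries of each time point on each side), and 0 of the 19 set and time point results that passed remained when the correlation between genes was estimated per set. Of these 19, 18 passed with the letter as a replicate block (spore coat genes at 10h 9.91, adjusted p = 0.000374 by camera of edgeR), and no other result did.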

Among the moderately upregulated genes, the formation of the multicellular aggregates is also represented, with terms corresponding to cAMP dependent chemotaxis and response to differentiation-inducting factor 1 (DIF-1) (Table S2). cAMP is secreted by starving cells and used as a chemoattractant to signal to cells to aggregate and DIF-1 is involved in induction of pre-stalk cells.^26^ 

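The minichromosome maintenance genes mcm2 to mcm7, which encode the replicative helicase, had a mean log2 fold change of 1.98 at 10h against 0h, with 6 of 6 genes higher and 5 past edgeR's threshold. The largest was that of mcm3 (DDB_G0280309, chromosome 3, 3235987 to 3238812), which rose from 2.62 ± 1.41 CPM to 21.0 ± 7.57 CPM (SD, n = 4), a log2 fold change of 3.00 (standard error 0.493, edgeR adjusted p = 1.05e-05). mcm6 (DDB_G0272760, chromosome 2, 2111171 to 2113956) changed least, with a log2 fold change of 0.54 (standard error 0.389, edgeR adjusted p = 0.235). Averaged over the genes, the level of each 10h library lay above all 0h libraries (exact permutation test, p = 0.0286, adjusted p = 0.0503). Blocked by letter, their mean log2 fold change was 2.01. At 8h, the mean level was 0.12 ± 0.641 (SD, n = 4) on the log2 scale relative to 0h, within the spread between libraries.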

Also, the cell cycle is represented, with an enrichment of genes involved in cell division and DNA replication (Figure 2C; Table S2). Even though genes for these processes are upregulated during development, the question whether this leads to cell division and chromosomal DNA replication is being debated (see Katoh-Kurasawa et al. and references within^17^). Terms in the clusters with downregulated genes include translation and metabolism. This is expected, since starvation induces growth arrest of the cells (Figure 2C). 

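The 77 genes of cytosolic ribosomal proteins had a mean log2 fold change of -0.56 at 4h, -1.74 at 6h and -1.16 at 10h against 0h, and -0.56 at 8h, where 19 of the 77 genes were higher. At 2h it was 0.87, or 0.23 with library size in place of TMM, and the level was not separated from 0h (exact permutation test, p = 0.257, adjusted p = 0.328). At 6h, 0 of the 77 genes were higher than at 0h, and 35 were past edgeR's threshold for a decrease. The mean level of the set was lower in every library at 6h and at 10h than in any 0h library (exact permutation test, p = 0.0286 each, adjusted p = 0.0503), whereas it was not separated at 4h (p = 0.114, adjusted p = 0.162) or at 8h (p = 0.200, adjusted p = 0.268). With the letter as a replicate block, the mean log2 fold change was -0.69 at 4h, -1.73 at 6h, -0.66 at 8h and -1.24 at 10h. With a correction for gene length per library, it was -0.89 at 4h, -1.99 at 6h, -1.12 at 8h and -1.44 at 10h. With library size, it was -0.72, -1.68, -0.91 and -1.4 at these time points, so the size of the decrease at 8h depended on the processing. Of the 66 ribosomal protein genes called over time, 62 fell into cluster 4 of the clustering made here, which is not the paper's cluster 4. Cytosolic aminoacyl-tRNA synthetase genes were found by product name in the available parts of the paper's tables, so some may be missing. The 11 found had a mean log2 fold change of -0.98 at 6h, with 4 of them past the threshold. The level of each 6h library was below every 0h library (exact permutation test, p = 0.0286, adjusted p = 0.0503). At 10h the mean log2 fold change was -0.60, with 1 gene past the threshold. The level was not separated from 0h there (exact permutation test, p = 0.0571, adjusted p = 0.091). Paired by letter, it was lower at 10h in each of the 4 letters, by 0.309 to 1.08 (exact sign-flip test, p = 0.125, the smallest that 4 pairs allow), and the block left the mean log2 fold change at -0.60.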

In conclusion, the transcriptomics dataset describes multicellular aggregation in detail, and the GO-terms associated with differently regulated clusters aptly represent biological processes regulated during early development.

### The developmentally regulated proteome

In order to understand how well the transcriptomic data correlate with protein expression, we performed proteomic analysis using cells from the same plates from which RNA was isolated for RNA-seq. By performing mass spectrometry (LC-MS/MS; label free quantification) on cells collected from several time points during early development (Figure 1), 2478 proteins could be directly detected and quantified across all biological replicates and time points (Figure 3A). For 1185 proteins, quantification was possible in all biological replicates at one or more time points, but was missing in replicates at other time points. We decided to analyze why there is a discrepancy between the large number of transcripts identified and the lower number of proteins in our study. We hypothesized that the lack of quantification in these replicates was mostly due to a lack of- or low expression of the protein at these time points. This is supported by the fact that proteins which lack quantification in some replicates also have a lower maximum expression level in the replicates with quantification (Figure S3A). We therefore imputed missing values for these 1185 proteins, which were consistently expressed at a given time point, to avoid discarding them from analysis. The missing values were imputed using a probabilistic minimum, which accommodates for values missing due to low expression.^27^ Addition of the imputed proteins brought the total number of proteins that we could analyze to 3663, about a third of all protein coding genes. For 7061 proteins no quantified peptides could be detected in the dataset. Many of these proteins are likely of low abundance or not expressed in accordance with the mRNA levels of these genes (Figures 3A and S3B). Furthermore, the majority of unidentified proteins have a low annotation score, and low annotation quality may explain why some of the proteins were not identified (Figure S3C).

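The 2020 genes whose protein is listed in the available parts of the paper's tables had a median level of 93.3 CPM over the 24 libraries. The other 9038 protein-coding genes had a median of 12.8 CPM, and the 8616 of these with more than 1 read in any library had a median of 14.3 CPM. Since the tables available are shortened, the other genes include some whose protein was quantified. A mean below 1 CPM was found for 1539 of the other genes, or 17%, and for 3 of the genes with protein. The distributions overlapped, since the lower quartile of the genes with protein was 36.6 CPM and the upper quartile of the other genes 40.9 CPM.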

**Figure 3:**
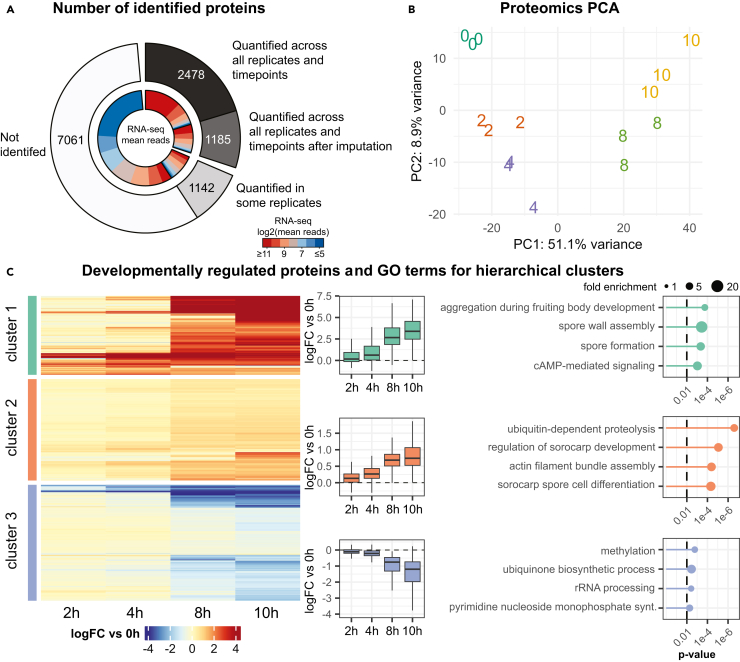
The proteome and its regulation during multicellular development (A) Donut plot representing the total number of proteins, i.e., protein coding genes (outer circle) and the full transcriptome (inner circle). The inner ring shows the expression level from the transcriptomics analysis from high to low, and is correlated to each group of proteins. (B) Principal component analysis (PCA) of the proteomics dataset based on the 300 proteins that show most variation. The first two principal components (PC1, PC2) explain 60% of the variance in the dataset. The three replicates for each time point are plotted as separate numbers (time points in hours). (C) Hierarchical clustering of proteins based on log fold change (logFC) versus the 0h time point. The proteins were grouped into three main clusters, with the general regulation of each protein shown in the heatmap on the left, and the general regulation of the cluster shown with boxplots for each time point next to the heatmap. The dashed line indicates a logFC of 0 versus the 0h time point. On the far right, the four most significant GO-terms for each cluster are shown, with the Fisher’s exact test *p*-value for each GO-term (the dashed line indicates *p*-value 0.01) and the size of the filled circle represents the enrichment of the GO-term in the cluster. For the full set of significant GO-terms, see Table S4.

Principal component analysis of the proteomics dataset resembles that of the transcriptomics and shows the same main trends, with the first principal component correlating with developmental time (Figure 3B). Here, too, variation between the biological replicates was low (Figure S1). By analyzing the regulation of the quantified 3663 proteins, 672 were identified as differentially expressed during development (FDR-adjusted *p*-value <0.01) (Tables 1 and S3). In a study by Kelly et al., the *D. discoideum* proteome was analyzed during early multicellular development at 0.5h and 8h after initiating development in tissue-culture-treated plates.^28^ In order to compare their findings with our proteomic analysis, we first reanalyzed their dataset. Subsequent comparison showed that the differentially expressed proteins from either dataset were regulated in similar manner over time (Figure S4A). When we examined the protein levels for the milestone genes (see above), we found that their corresponding proteins are regulated in the same manner as their transcripts (Figures 2B and S4B). In particular, we could detect sharp regulation at the 8h time point for genes which characterize the transition from no aggregation to streaming and this is even more pronounced at the 10h time point (Figure S4B).

In the same way as for the transcriptomic analysis, we grouped the differentially expressed proteins from our study based on their fold change at different time points relative to the 0h time point (Figure 3C). Interestingly, a distinct change can be observed at 8h of development where proteins are either upregulated (clusters 1 and 2) or down regulated (cluster 3). The first two clusters, which are made up of highly or moderately upregulated proteins, are associated with GO-terms linked to the development of multicellular aggregates and fruiting bodies, in line with what was observed in the transcriptomics analyses (Figures 2C and 3C), but additionally protein ubiquitination and proteolysis appear to be upregulated (Table S4). This is not unexpected since *D. discoideum* development is initiated by starvation and develops without support from external nutrients. Therefore, degradation and recycling of intracellular material, such as proteins, is essential to sustain the different processes required for development.^29^^,^^30^

The proteins that are downregulated from 8h are linked to growth arrest due to the lack of nutrients, where ribosomes and biosynthetic processes are broadly downregulated (Figure 3C). Taken together, the proteomic dataset presented in this study describes a significant fraction of the total *D. discoideum* proteome during development, and is the first study to follow the regulation of the proteome during aggregative multicellularity in detail.

### High steady-state correlation of mRNA and protein levels

From the proteomics dataset it was possible to identify about one-third of the total *D. discoideum* proteome across replicates and time points. 589 protein-coding genes are differentially expressed in both the transcriptomics and proteomics datasets. These were clustered according to their fold change relative to the 0h time point, and they appear to be largely regulated in the same manner during development (Figures 4A and S5A; Table S5), illustrating that the mRNA and protein expression are correlated. 

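Of the 589 genes in Table S5, 586 were found among the counted genes, 9 of them through the other copy of a duplicated gene. At 10h against 0h, the mRNA log2 fold change of 463 of these genes, or 79.0%, had the sign of the protein log2 fold change the paper lists. In this group, 295 genes were up and 168 down in both. Of the 375 genes whose mRNA change at 10h passed edgeR's threshold, 325 had the sign of the protein. Across genes, which are not independent replicates, Spearman's correlation of mRNA and protein changes was 0.298 at 2h, 0.397 at 4h, 0.643 at 8h and 0.715 at 10h. The mRNA of 559 of the 586 genes was differentially expressed over time, and of 563 when adjusted over the list alone, which shows no stability since the list is the paper's own. With the letter as a replicate block, 465 genes had the sign of the protein. Among genes with mRNA and protein changes of at least 1 on the log2 scale, 90.6% had the same sign. As many genes with the sign of the protein were found in 8 of the 35 splits of the 0h and 10h libraries, the real one and 7 that put 3 libraries of one time point against 1, which keeps the direction of the change, and in 0 of the 18 splits with 2 against 2, where the highest count was 395.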

Previously, a number of genes have been established as important regulators of multicellular development.^31^ We studied their mRNA and protein expression and found these to be generally upregulated over time in our data, in line with their function (Figure S5B).

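Of the genes in Fig. S5B, 20 aggregation, 11 slug and 8 culmination genes were found. Some are in more than 1 group, so that they make up 36 genes. At 10h, 29 of the 36 had a higher mRNA level than at 0h, 17 of them past edgeR's threshold, and 3 were lower past it. The highest among aggregation genes was tgrC1 (DDB_G0280531, chromosome 3, 3630632 to 3633406), with a log2 fold change of 8.86 at 10h (standard error 1.1, edgeR adjusted p = 1.42e-07), and the lowest was nfaA (DDB_G0271750, chromosome 2, 720780 to 724093), with -1.53 (standard error 0.406, edgeR adjusted p = 0.00219). Aggregation genes rose by a mean log2 fold change of 1.77 and culmination genes by 6.09 at 10h, and in both groups each 10h library lay above every 0h library (exact permutation test, p = 0.0286, adjusted p = 0.0503). Blocked by letter, these means were 1.79 and 6.08. Slug genes had a mean of 0.24, which was not separated from 0h (exact permutation test, p = 0.114, adjusted p = 0.162).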

**Figure 4:**
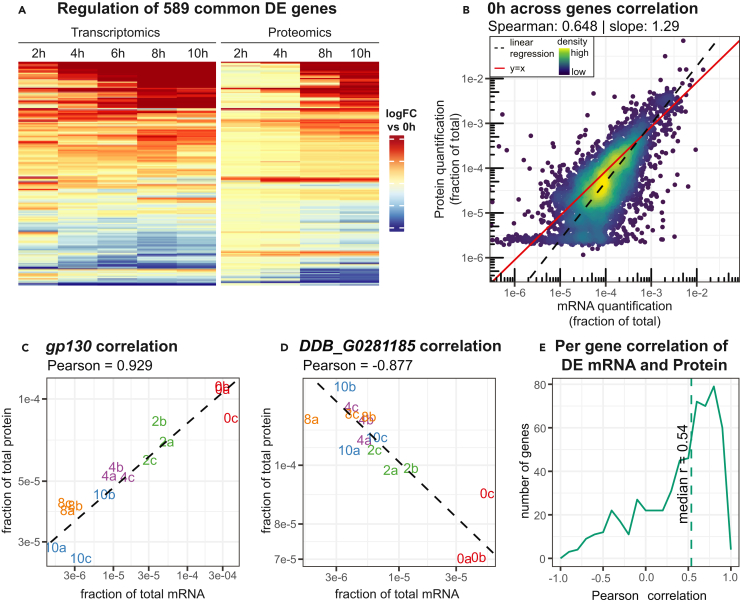
Correlation between mRNA and protein levels (A) Regulation in log fold change (logFC) versus 0h time point for genes differentially expressed in both transcriptomics and proteomics datasets. The genes in the heatmap are hierarchically clustered based on their regulation. For an expanded plot with all genes differentially expressed in either dataset, see Figure S5A. (B) Correlation of the mean mRNA and protein levels across the 0h time point. Each dot represents the mean protein and mRNA expression from a single gene. The dashed black line indicates the linear regression of the data, the red line is the y = x diagonal. (C and D) Positive linear Pearson correlation of gp130, and negative correlation of DDB_G0281185, respectively. The expression in each sample is shown by fraction of total protein and fraction of total mRNA. Each biological replicate is plotted with a number, signifying the time point in hours, and letter, signifying the biological replicate. Only samples for which both transcriptomics and proteomics data was generated, are included. Linear regression is shown with a black dashed line, with the Pearson correlation above the plot. (E) Distribution of per gene Pearson correlations for all genes with differentially expressed mRNA and protein.

In order to study the correlation of the transcriptomic and proteomic datasets in more detail, we normalized the expression of each gene by the quantification of all genes, such that all mRNA values or protein values at a given time point sum up to 1. 

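For the 1193 genes in the available part of Table S6, the mean share of the counts at 0h was compared with the paper's mean protein share. Across these genes, which are not independent replicates, Spearman's correlation of mRNA and protein at 0h was 0.679. The list is a part of the genes measured in both, those with the smallest p-values of the paper's per-gene correlation. It is thus not a random part, and the value covers these genes only.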

Across all genes at the 0-h time point, the mRNA levels and protein levels correlated well (Spearman correlation 0.65, Figure 4B). At later time points however, the correlation dropped to 0.56 (Figure S6). It should also be noted that at all time points, the regression of the data had a slope greater than 1 (Figures 4B and S6). This is indicative of the fact that distribution of the data is different between the transcriptomics and proteomics datasets. We see, relative to the mRNA abundance, a wider dynamic range as well as a more uneven distribution of protein expression levels (Figure S7). 

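The 2 most abundant protein-coding transcripts of each library together took up 2.07 ± 0.728% (SD, n = 24) of its counts, with a range from 1.29% to 4.48%. The mean share was 1.90 ± 0.193% (SD, n = 4) at 0h, 1.58 ± 0.216% at 4h and 2.76 ± 0.631% at 10h. At 0h the first of these was cadA (DDB_G0285793, chromosome 4, 3655754 to 3657042), with 1.13 ± 0.187% of the counts, and at 10h it was cbpA (DDB_G0276759, chromosome 2, 7265658 to 7266399), with 1.47 ± 0.399%. Here the shares are of all protein-coding counts and not only of genes with a quantified protein. With all entries of the table in place of protein-coding genes, the mean share was 2.06%. The 2 transcripts with the highest mean over all libraries, in place of the top 2 of each library, took up 1.32%.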

For example, for genes quantified in both datasets, the top two proteins together encompass 10% of the total protein abundance, whereas the top two most abundant transcripts encompass a more modest 2.3%. A slope greater than 1 in the mRNA-protein correlation has previously been observed for human tissues as well as in yeast.^32^^,^^33^

Although the mRNA and protein levels correlated well for each time point, we wondered if this is also the case for the regulation of each of these molecules over all samples. For instance, if an mRNA is upregulated at a specific time point during development, does this also hold true for its cognate protein? 

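The mRNA of gp130 (DDB_G0279921, chromosome 3, 2777159 to 2779633) fell from 219 ± 35.2 CPM at 0h to 2.13 ± 1.55 CPM (SD, n = 4) at 10h. Its log2 fold change at 10h was -6.66 (standard error 0.505, edgeR adjusted p = 2.52e-11), and every 10h library lay below every 0h library (exact permutation test, p = 0.0286). At 2h it was -2.88 (standard error 0.420), with library k lower than the other 3 libraries. The change at 10h was -6.79 with library size in place of TMM, -6.49 with the gene length correction and -6.83 with the letter as a replicate block.

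**Figure D1:**
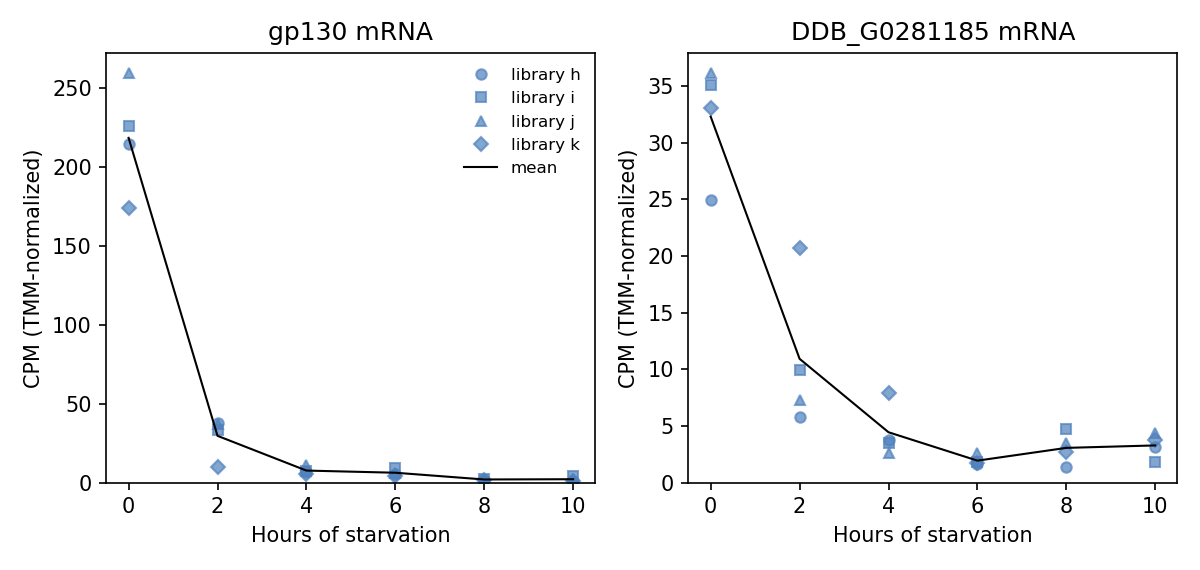
mRNA level of gp130 and DDB_G0281185 in CPM (linear axis) against hours of starvation, with a marker per library (n = 4 per time point) and a line through the means. The mean of gp130 was 219 CPM at 0h and 2.13 CPM at 10h, and that of DDB_G0281185 was 32.3 CPM at 0h and 3.28 CPM at 10h.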

As an example, the *gp130* mRNA and its associated glycoprotein 130 are both downregulated during development, resulting in a high correlation (Pearson’s r = 0.93, Figure 4C). For other genes, a decrease in mRNA abundance between samples coincided with increased protein abundance resulting in a negative correlation (Figure 4D). 

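The mRNA of DDB_G0281185 (chromosome 3, 4176225 to 4177769), which Fig. 4D shows, decreased from 32.3 ± 5.08 CPM at 0h to 3.28 ± 1.1 CPM (SD, n = 4) at 10h. The log2 fold change was -3.30 (standard error 0.429, edgeR adjusted p = 3.07e-07), and the 4 libraries of each time point did not overlap (exact permutation test, p = 0.0286). It was -3.55 with library size in place of TMM, -3.20 with DESeq2 and -3.29 with the letter as a replicate block.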

When considering the Pearson correlation of all genes that were differentially expressed in both the transcriptomics and proteomics datasets, we observed a positive median correlation (median Pearson’s r = 0.54, Figure 4E; Table S6). Hence, in most cases an upregulation of mRNA corresponds to an increase in protein, and vice versa, for all differentially expressed genes (Table S5). 

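Counted by sign in the paper's own protein changes at 10h, 49 of the 586 genes found had a higher mRNA and a lower protein level than at 0h, and 74 had a lower mRNA and a higher protein level. Of the 287 genes whose mRNA and protein both changed by at least 1 on the log2 scale, 260 changed in the same direction.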

Notably, the median correlation is much lower when considering genes which are only differentially expressed in one of the datasets, or not differentially expressed at all (median Pearson’s r = 0.16, Figure S8A). By calculating the correlation per gene, it is also possible to show the advantage of our sampling setup – to isolate mRNA and protein from the same plate (biological replicate) (Figure 1). When we compare to mismatched samples, i.e., when mRNA from one replicate (plate) is compared to protein from another replicate, for the same time point, the median correlation was significantly lower as compared to matching samples from the same plate (Figures S8B and S8C).

In sum, mRNA and protein expression are in general well correlated. Across genes, correlation is highest during steady state growth. The median per gene correlation is high for differentially expressed genes, but not for genes which lack regulation in the transcriptome or proteome during development.

### Differences between mRNA and protein regulation

To better understand the details behind the expression patterns in the transcriptomics and proteomics data, we performed an integrated unsupervised analysis using MEFISTO.^34^ MEFISTO is a factor analysis method that reduces a multi-omics dataset into a few latent factors that explain most of the variance in the full dataset. Running MEFISTO on all genes for which we have both protein and mRNA data (Table 1), resulted in three factors that explain most of the variance in the transcriptomics data, and out of these three factors, Factor 1 also explained a large fraction of the variance in the proteomics data (Figure 5A). Factor 1, which makes up 25% of the variance in the transcriptomics data and 34% in the proteomics data, represents steadily increasing or decreasing expression over the developmental time course (Figure 5B). Factor 2, explaining 27% and 3% of the variance in the transcriptomics and proteomics data, respectively, represents a pattern where expression decreases between 0 and 4 h, after which it plateaus and then increases at 8 and 10 h, or vice versa. Factor 3, which explains 17% and 6% of the variance respectively, shows a dramatic increase or decrease in expression between 0 and 2 h, after which the expression gradually returns (Figure 5B). This shows that mRNA is more dynamically regulated, with more variable expression patterns, whereas proteins mostly show steadily increasing or decreasing levels over the developmental time course.

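Between consecutive time points, edgeR's quasi-likelihood test called 1647 genes higher and 1330 lower from 0h to 2h, 808 higher and 836 lower from 2h to 4h, and 270 higher and 92 lower from 4h to 6h. From 6h to 8h, 1204 genes were higher and 903 lower, and from 8h to 10h the counts were 549 and 162. With library size in place of TMM, 830 genes were higher and 1972 lower from 0h to 2h, and 1194 and 489 from 2h to 4h. The counts were then 322 and 59 from 4h to 6h, 854 and 1531 from 6h to 8h, and 547 and 71 from 8h to 10h. When a rise and a fall each needed a log2 fold change of at least 1 within an interval, 960 genes had both, 2430 had only a rise and 1850 had only a fall. The genes with both made up 18.3% of the 5240 genes with either. Of them, 621 rose first and 339 fell first, and 384 rose between 0h and 2h and fell between 2h and 4h. This order is given with TMM only, and the counts from 0h to 2h and from 2h to 4h depended on the normalization. The count of genes with both was 1650 at an adjusted p-value threshold of 0.05, the alternative that moved it most, and 1099 with the letter as a replicate block.

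**Figure D2:**
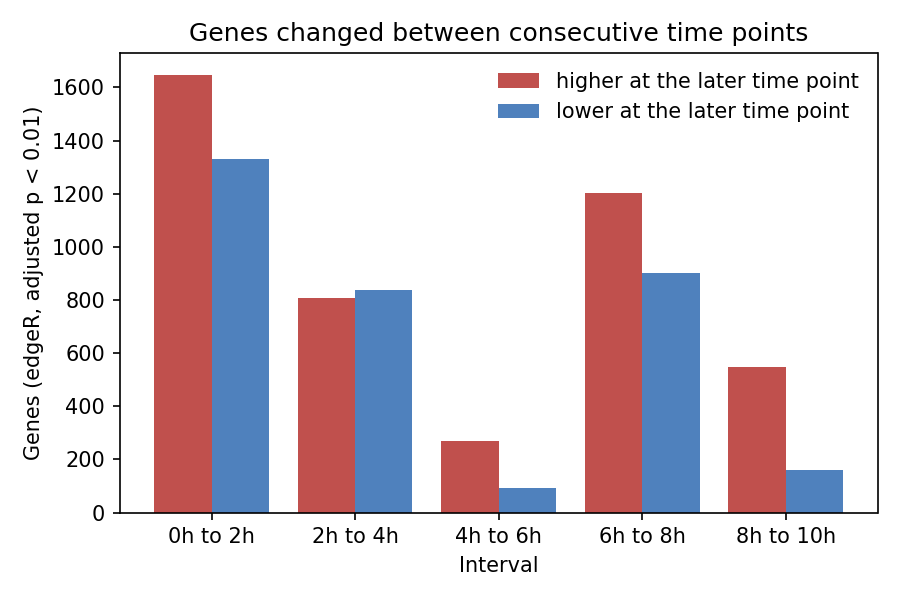
Number of genes (vertical axis, linear, from 0) called higher or lower, with TMM normalization, at the later time point of each interval of starvation (horizontal axis). The interval from 0h to 2h has 1647 higher and 1330 lower genes, and that from 4h to 6h has 270 and 92.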

**Figure 5:**
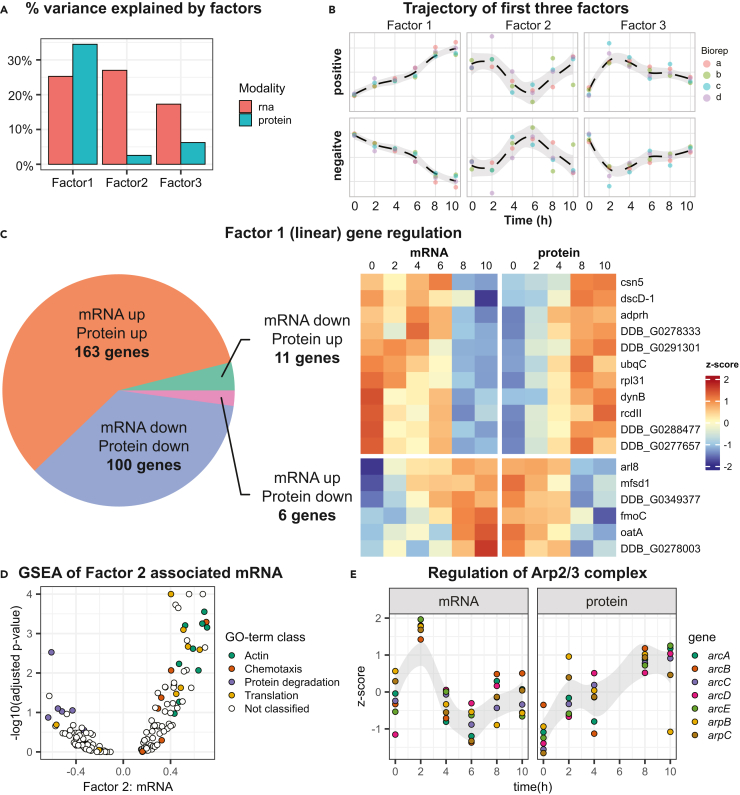
Multi-omics factor analysis of mRNAs and proteins (A) Percentage of variance explained by the first three factors of the multi-omics factor analysis for the transcriptomics and proteomics datasets. (B) Trajectory of the first three factors over time. The different replicates are shown, and the dashed line is the loess (locally estimated scatterplot smoothing) regression through the replicates, with 95% confidence interval in grey. (C) Analysis of genes with high Factor 1 values at both mRNA and protein modalities. The proportion of genes with different regulations shown in the pie-chart. Genes with opposing mRNA and protein regulation are represented in the heatmap. The factor 1 values for the full set of 280 genes are detailed in Table S7. (D) Gene set enrichment analysis (GSEA) of Factor 2 mRNA values, with GO-terms classified under broad terms. The x axis shows the average Factor 2: mRNA values while the y axis shows the GSEA *p*-values, after negative log transformation. (E) Regulation of members of the Arp2/3 complex. For each gene, z-scores were calculated from the mean expression per time point. The gray zone denotes the 95% confidence interval trajectory of all z-scores.

For 280 genes, both the mRNA and protein were highly associated with Factor 1, i.e., linearly up- or downregulated during development. The majority of these were regulated in the same direction in the mRNA and protein modalities (Figure 5C; Table S7). 

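Of the 280 genes in Table S7, 277 were found among the counted genes, and the mRNA of all 277 changed at 10h against 0h in the direction the paper assigns. For 261 of them, edgeR's test passed an adjusted p-value of 0.01. Of the 162 found that the paper lists as up in both, 160 passed, with a median log2 fold change of 4.41, and of the 99 listed as down in both, 85 passed, with a median of -1.95. The direction of these genes is the paper's own class, derived from the same libraries. With a linear slope over time in place of the comparison of 10h with 0h, 98 of those listed as down in both and 155 of those listed as up in both passed. With the letter as a replicate block, 86 and 160 passed.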

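The mRNA of the 11 genes listed with decreasing mRNA and increasing protein had a median log2 fold change of -1.74 at 10h against 0h and ranged from -4.0 to -1.09, each past edgeR's threshold. At 2h, 0 of these 11 were past it. The 5 genes found of the 6 with increasing mRNA and decreasing protein had log2 fold changes from 2.03 to 7.01 at 10h, with a median of 2.31, all past the threshold. The largest was that of DDB_G0289605 (chromosome 5, 3016817 to 3018382), which rose from 0.168 ± 0.0887 CPM at 0h to 22.4 ± 4.88 CPM (SD, n = 4) at 10h (standard error 0.658, edgeR adjusted p = 1.08e-09).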

For 11 genes however, mRNA was linearly downregulated and protein upregulated, and vice-versa for 6 other genes (Figure 5C).

We investigated which GO-terms are associated with the three first MEFISTO factors using Gene Set Enrichment Analysis (GSEA).^35^ Full results are presented in Table S8. 

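Relative to the 0h mean, the level of the 77 genes of cytosolic ribosomal proteins was 0.59 ± 0.852 (SD, n = 4) at 2h, -0.80 ± 0.627 at 4h, -1.76 ± 0.466 at 6h, -0.79 ± 1.03 at 8h and -1.25 ± 0.611 at 10h on the log2 scale. From 6h to 10h, the change was 0.51 (exact permutation test, p = 0.200, adjusted p = 0.268), within the spread between libraries. Paired by letter, it was a rise in 3 letters and a fall in 1 (exact sign-flip test, p = 0.25).

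**Figure D3:**
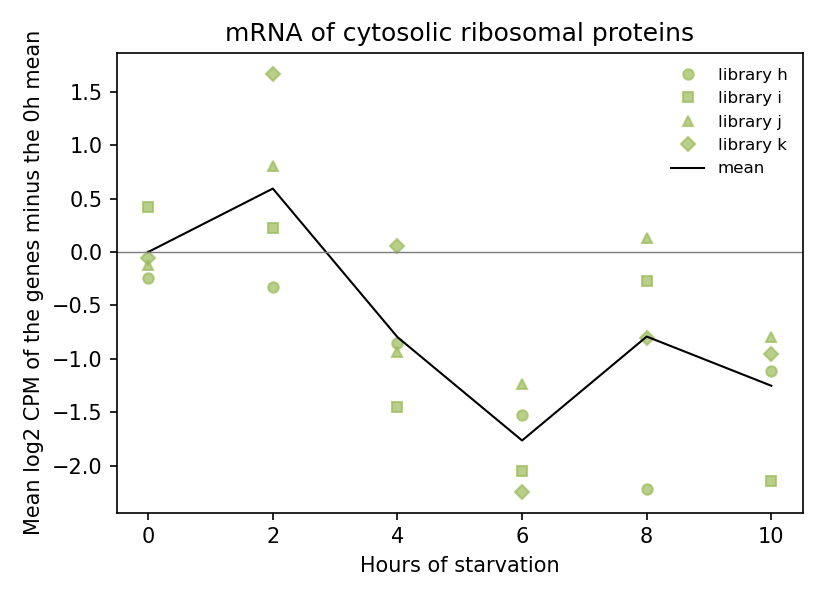
Mean log2 CPM of the 77 genes of cytosolic ribosomal proteins minus the mean of the 0h libraries (vertical axis), against hours of starvation, with a marker per library and a line through the means. The mean was -1.76 at 6h and -1.25 at 10h, with n = 4 libraries at each time point.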

In accordance with Figure 2C, negative values for Factor 1, i.e., a steadily decreasing expression pattern, are associated with terms related to translation (e.g., translation*,* ribosome*,* and structural constituent of ribosome), for both mRNAs and proteins. Positive values for Factor 1 are associated with protein degradation (e.g., proteasome complex and endopeptidase activity) and also with actin binding/actin filament binding. Actin and actin regulating proteins play multiple roles in *D. discoideum* such as polarization of ameboid cells during movement but appears to be important also during aggregation and other stages of multicellular development.^36^ No GO-terms for mRNAs were associated with positive values for Factor 1. Since the majority of the mRNA regulation could be explained not by a steady increase or decrease but by more dynamic patterns, we focused on GO-terms associated with the dynamically regulated mRNA Factor 2 values (Figure 5D). Genes with high Factor 2 values are downregulated between 0h and 6h and then followed by upregulation at 6h–10h. 

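Of the genes with both a rise and a fall, 339 fell first. Of these, 211 fell between 0h and 2h and rose between 2h and 4h, 41 fell between 0h and 2h and rose between 6h and 8h, and 29 fell between 0h and 2h and rose between 8h and 10h. Another 26 fell between 2h and 4h and rose between 6h and 8h. Each of these intervals needed a log2 fold change of at least 1 and an adjusted p-value below 0.01 by edgeR's quasi-likelihood test with TMM normalization.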

Among the mRNAs matching this expression pattern, GO-terms related to translation and actin are enriched (Figure 5D). This is reflected in regulation of the Arp2/3 complex, a major regulator of the actin cytoskeleton. At the mRNA level, the regulation is similar to Factor 2 (Figure 5E). 

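The mRNA of the 7 genes of the Arp2/3 complex was higher at 2h than at 0h in 7 of 7 genes, each past edgeR's threshold, with a mean log2 fold change of 2.00 and values from 1.23 (arcE, DDB_G0288319, chromosome 5, 1410900 to 1411668) to 2.60 (arcC, DDB_G0292804, chromosome 6, 2116282 to 2117555). Relative to the 0h mean, the level of the set was 1.84 ± 0.445 (SD, n = 4) at 2h, -0.12 ± 0.482 at 4h, -0.70 ± 0.329 at 6h, 0.35 ± 0.290 at 8h and 0.10 ± 0.407 at 10h on the log2 scale. All 2h libraries lay above and all 6h libraries below every 0h library (exact permutation test, p = 0.0286 each, adjusted p = 0.0503), but at 6h 0 of the 7 genes were past edgeR's threshold, 1 was higher than at 0h, and camera gave an adjusted p of 0.362. From 6h to 10h, the level changed by 0.80 (exact permutation test, p = 0.0571, adjusted p = 0.091). Paired by letter, it rose in each of the 4 letters, by 0.517 to 1.18 (exact sign-flip test, p = 0.125, the smallest that 4 pairs allow). The mean log2 fold change at 2h was 1.94 with the letter as a replicate block. The mean log2 fold change at 4h was 0.01 with TMM, -0.16 with library size and -0.04 with the block, and at 10h it was 0.16 and -0.09.

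**Figure D4:**
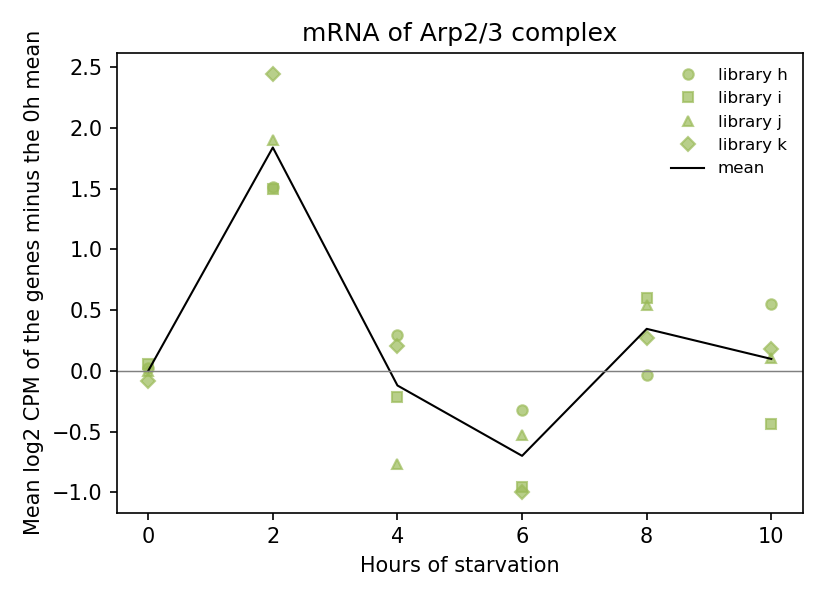
Mean log2 CPM of the 7 genes of the Arp2/3 complex minus the mean of the 0h libraries (vertical axis), against hours of starvation, with a marker per library and a line through the means. The mean was 1.84 at 2h and -0.70 at 6h, with n = 4 libraries at each time point.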

On the other hand, the complex appears to be linearly upregulated at the protein level, matching Factor 1 (Figure 5E). 

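The 33 proteasome subunit genes had a mean log2 fold change of 0.79 at 2h, 1.48 at 4h, 1.55 at 6h and 1.57 at 8h against 0h. With library size in place of TMM, these were 0.31, 1.31, 1.59 and 1.21, so the size of the change at 2h depended on the normalization. At 6h, 31 of the 33 were higher, 28 of them past edgeR's threshold. At 10h the mean was 0.16, or -0.04 with library size in place of TMM, and 20 of the 33 were higher. Every library from 2h to 8h had a higher mean level of the set than every 0h library (exact permutation test, p = 0.0286 at each of these time points, adjusted p = 0.0503), while at 10h the difference of 0.08 was within the spread (p = 0.743, adjusted p = 0.786). From 6h to 10h, the level fell by 1.44 (exact permutation test, p = 0.0286, adjusted p = 0.0503). With the letter as a replicate block, the mean log2 fold change was 1.53 at 6h and 0.13 at 10h. Library k at 4h lay below the other 3 libraries of that time point, at 1.05.

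**Figure D5:**
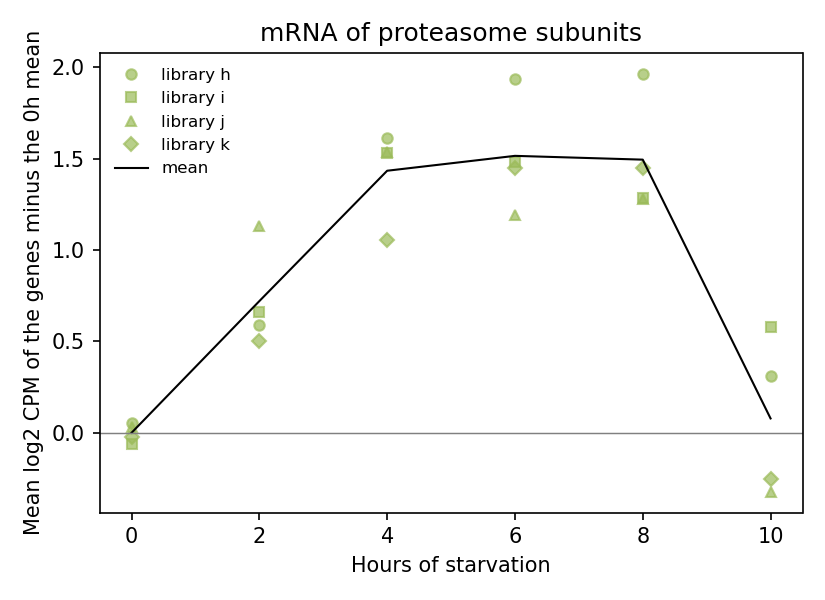
Mean log2 CPM of the 33 proteasome subunit genes minus the mean of the 0h libraries (vertical axis), against hours of starvation, with a marker per library and a line through the means. The mean was 1.52 at 6h and 0.08 at 10h, with n = 4 libraries at each time point.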

The proteasome complex on the other hand, is associated with negative Factor 2 values (mRNA), but is also linearly upregulated (protein) (Figures S9A and S9B). Finally, Factor 3 shows a positive association with similar terms (e.g., proteasome complex*, e*ndopeptidase activity, and proteolysis) for mRNAs, but no associations for proteins.

In conclusion, the factor analysis revealed several major trajectories of the dynamic mRNA regulation, which appear to be paired with linear up- or downregulation at the protein level.

### Protein expression is generally delayed several hours compared to mRNA expression

From the previous analyses, we identified that for a number of genes, the mRNA and protein regulation opposed one another (Figures 5C and 5D). We hypothesized that for some of these genes, the difference may be explained by a time lag between the mRNA transcription and protein translation. To investigate this, we calculated the Spearman correlations of mRNA and protein levels, as before (Figures 4B and S6), but matched all of the transcriptomics time points with all of the proteomics time points. Matching mRNA and protein expression from the same time points shows Spearman correlations of 0.65 to 0.56, however, for all time points, we found higher correlations when matching the mRNA expression with protein expression 2–4 h later (Figure 6A). This observed time lag is in agreement with previous studies in yeast^37^ and *Drosophila*.^38^ When exclusively considering genes that are differentially expressed during development according to the protein and mRNA expression, the trend is largely the same (Figure 6B). 

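For the 400 genes listed in Table S5 and in the available part of Table S6, the mean mRNA share at each time point was compared with the paper's mean protein share. Across these genes, which are not independent replicates, mRNA at 0h had its highest Spearman correlation with protein at 0h (0.719, and 0.712 with protein at 4h), mRNA at 2h with protein at 4h (0.637), mRNA at 4h with protein at 8h (0.558) and mRNA at 8h with protein at 10h (0.502). The mRNA at 6h, for which no protein was measured, was closest to protein at 8h (0.550). When each library was used alone, the SD of these highest values over the 4 libraries was 0.0084, 0.014, 0.0251, 0.0227 and 0.0382. For mRNA at 0h, the order of protein at 0h and at 4h was not resolved. With the 1193 genes in the available part of Table S6, it was highest with protein at 4h (0.684, and 0.679 at 0h). These lists hold the genes with the smallest p-values of the paper's per-gene correlation, so the values need not hold for all genes.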

Here, however, the maximum correlation is higher, similar to what we previously observed (Figure 4B). 

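Among the 400 genes, mRNA at 0h correlated with protein at 0h at 0.719, with protein at 4h at 0.712 and with protein at 10h at 0.253. The mRNA at 10h correlated with protein at 0h at -0.143 ± 0.039 (SD over the 4 libraries used alone) and with protein at 10h at 0.486. In the wider list of all genes in the available part of Table S6, which moved the values most, mRNA at 10h and protein at 0h correlated at 0.141.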

Since these are genes which are highly affected throughout development, there is a larger difference between highly correlated pairs of time points (e.g., mRNA at 0h vs. proteins at 4h, Spearman correlation = 0.71, Figure 6B) and those that show low correlation (e.g., mRNA at 10h vs. proteins at 0h protein, Spearman correlation = 0.02, Figure 6B).

**Figure 6:**
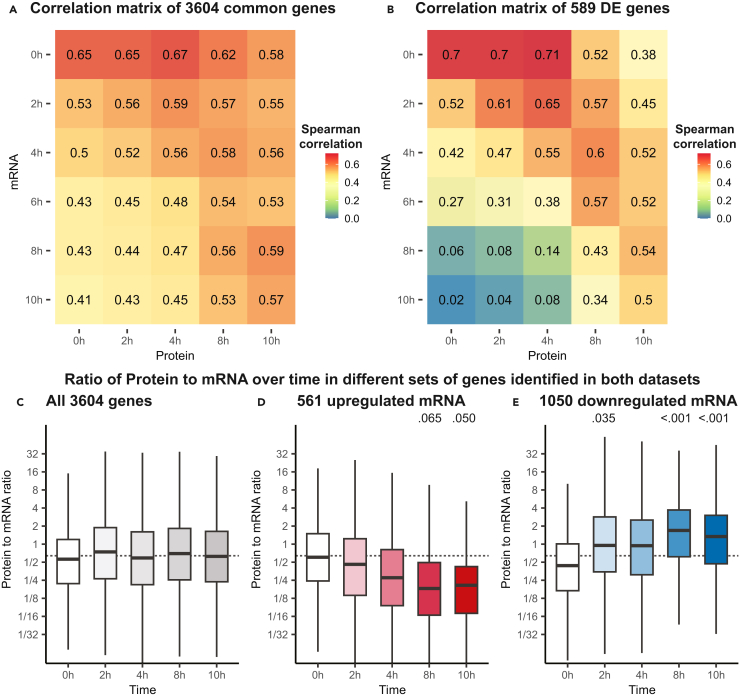
Time lag between mRNA and protein (A and B) Spearman correlations of mean protein values and mean mRNA values across genes for time points from 0h to 10h. In A, all genes quantified in both datasets are included in the analysis. In B, only differentially expressed (DE) genes are included. (C–E) Ratio of protein to mRNA for different time points. Boxplots are based on: (C) all genes identified in both datasets; (D) genes for which the mRNA was upregulated at 10h; (E) genes for which the mRNA was downregulated at 10h. Above the boxplots: Dunnett contrasts *p*-values relative to 0h time point reported for time points with *p*-values lower than 0.1. Dashed lines indicate the median protein to mRNA ratio for all genes.

Next, we investigated if the ratios of protein to mRNA are affected during multicellular development. By dividing the protein quantification by the mRNA quantification, the protein to mRNA ratio could be calculated for each gene, at each time point. It should be noted that these ratios are in no way indicative of the absolute numbers of protein or mRNA molecules, and are purely relative values. When considering all genes expressed in both omics datasets, there are no significant differences in protein to mRNA ratios at the different time points (Figure 6C). There are however significant differences between time points when considering genes for which the mRNA is either up- or downregulated during multicellular development (Figures 6D, 6E, and S10). 

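Genes with a change at 10h above 2-fold among those differentially expressed numbered 2814, and 2420 genes had a change below 0.5-fold. With the paper's protein values, 377 genes with upregulated mRNA had a median change of the log2 ratio of protein to mRNA of -1.13 from 0h to 10h, and the ratio was lower at 10h for 313 of them. Their mRNA rose by a median of 2.14 on the log2 scale and the paper's protein values by 1.5. The genes are chosen by the mRNA change that enters the ratio, so a decrease is built into the choice wherever protein changes less. Protein shares were available only for the genes with the smallest p-values of the paper's per-gene correlation.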

10h after onset of multicellular development, the ratio of protein to mRNA is significantly decreased for genes which are upregulated (mRNA) (Figure 6D). In contrast, downregulated genes show the opposite effect, with ratios of protein to mRNA significantly increasing over time (Figure 6E). 

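The 401 genes with downregulated mRNA had a median change of the log2 ratio of 1.62 from 0h to 10h, with a higher ratio at 10h for 364 of them. Their mRNA changed by a median of -2.01 on the log2 scale and the paper's protein values by -0.40. The remaining 414 genes had a median change of 0.25, with a higher ratio for 259 and a lower one for 155. As for the upregulated genes, the choice rests on the mRNA values in the ratio, and protein shares were limited in the same way.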

We suspect that this is largely another effect of the time lag between mRNA transcription and protein translation. Those genes that are upregulated at the transcriptional level have a relatively lower level of protein until translation catches up or the mRNA is eventually downregulated again. The opposite is true for genes which are downregulated, here the protein needs to be turned over for the levels to agree with the mRNA.

Taken together, these results show a modest correlation between protein and mRNA levels analyzed at the same developmental time points, however, the correlation increases when considering protein samples taken 2–4 h after the mRNA samples.

## Discussion

The evolution of multicellularity is thought to have occurred several times, through both clonal mechanisms, such as in animals and plants, and through aggregative mechanisms, where cells stream together to form multicellular structures.^39^^,^^40^ Aggregative multicellularity has been studied using the social amebae*,* where processes behind the transition from uni-to multicellular life has been investigated.^41^^,^^42^^,^^43^ Numerous studies that focused on individual genes, have identified some of the key players involved in this transition^19^^,^^44^ (Figure S5B), but in recent years next-generation sequencing methodology have paved the way to acquire a complete understanding of this process at the transcriptional level.^17^^,^^18^^,^^19^^,^^20^^,^^21^

Here, we report transcriptomic and proteomic analyses of *D. discoideum* during early multicellular development. Using LC/MS-MS, we were able to capture the regulation of roughly a third of the proteome during development. This was combined with transcriptomic analyses, covering the great majority of the genes. By analyzing the two datasets separately, but also combining them with factor analysis, we identified several biological processes, vital for *D. discoideum* multicellular development. Together, this provides us with a detailed picture of gene expression and regulation, from mRNA to protein, during early development of the social ameba.

Included in the upregulated processes, we find chemotaxis and development of the sorocarp, whereas ribosome biogenesis and general metabolism are among the most downregulated (Figures 2C and 3C), in line with what has been observed previously.^19^ Interestingly, some processes were dynamically up- and downregulated at the mRNA level, but linearly regulated at the protein level. This is similar to what has been observed in vertebrates, where a spike or dip in mRNA causes a switch in protein levels that are either down- or upregulated.^10^^,^^45^ Examples of this kind of regulation in *D. discoideum* are protein degradation processes and actin related genes, illustrating that relying on mRNA levels only for insights into the temporal impact of these processes may be misleading. Notably, for the majority of regulated mRNAs in our dataset, the protein response is delayed, and the proteins emerge first about 2h–4h after mRNA appearance (Figure 6). This result can likely explain the previous observation that early major morphological changes do not coincide with transcriptomic data, i.e., the phenotypes connected to the expressed mRNAs are delayed.^17^^,^^19^ This result demonstrates that the proteome more accurately describes the functional gene expression and resulting phenotype.^6^ Hence, it may be preferable to rely on proteomics, and not transcriptomics, for assigning genes to a specific temporal phenotype or morphological stage.

To what extent mRNA and protein expression correlate in different organisms remains largely unknown. For a solid comparison, the data should be generated from the same original sample, and should contain minimal technical variability.^5^ In our study, we could verify that technical variation was very small and observed a significant increase in correlation due to the sampling approach (Figures S1 and S8C). At the 0h time point, prior to development of the cells, we observed a Spearman correlation across genes of 0.648 (Figure 4B). This is somewhat lower than what has been recently reported for bacteria^46^ (Spearman = 0.80) and more in line with reports of mammalian cells and other eukaryotes.^6^ Maybe this is reflective of a more linear relationship between mRNA and protein in bacteria than in eukaryotes. Additionally, some of the dissimilarity might be due to different methods or genes selected for comparison. For example, we observed Spearman correlations as high as 0.70 when considering only differentially expressed genes (Figure 6B).

Besides the genome wide correlation between mRNA and protein levels at distinct time points, we also investigated the correlation between mRNA and protein for individual genes across all time points (Figure S8A). Here, however, we found a relatively low median Pearson correlation of 0.16. One reason for this low correlation is that while the majority of the transcriptome is regulated during development (Table S1), only a fraction of the proteome was clearly developmentally regulated. Thus, if we restrict our analysis to genes that were differentially expressed in both transcriptomic and proteomic datasets, we observe a drastically increased median correlation of 0.54 (Figure S8A). This is similar to what was observed in a xenograft model.^47^ Another factor contributing to the low correlation between individual mRNAs and their corresponding proteins over time, is the time-lag discussed above.

To conclude, the data presented here enable in-depth study of aggregative multicellularity at both transcript and protein levels, and can constitute a significant resource for comparative studies of other members of Amoebozoa. Notably, we show that the overall correlation between mRNA and protein in *D. discoideum* at steady-state is rather high, but correlations of individual genes vary, and care should be taken when inferring the presence of proteins from transcriptomic data. We are pleased to refer anyone interested to explore the RNA-protein expression during early development in *D. discoideum* to the easy-to-use interactive web application https://edelbroek2024.serve.scilifelab.se.

### Limitations of the study

The transcriptomic and proteomic study described was performed on one ameba species, *D. discoideum,* going through aggregative multicellularity. Future work could expand this also to other species with different types of development. In this study, we were interested in early development, the transition from growth to multicellular life. However, to understand whether the same trends are present throughout the full developmental cycle, additional samples can be collected also at later developmental time points. The proteomic data were somewhat limited, which in large can be explained by, e.g., low gene expression (mRNA) for genes where proteins could not be detected. However, other more sensitive techniques for analyzing presence and levels of proteins may give a more complete picture.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

HL5-C	Formedium	Cat#HLC0101
Phenol stabilized: Chloroform : Isoamyl Alcohol 25:24:1	PanReacAppliChem	Cat#A2279
TRIzol Reagent	Invitrogen	Cat#15596026
TURBO DNase	Invitrogen	Cat#AM2238
DC Protein Assay	BioRad	Cat#5000111
3kDa centrifugal spin filter	Millipore	Cat#UFC5003

**Critical commercial assays**		

TruSeq stranded mRNA library preparation kit	Illumina	Cat# 20020594/5

**Deposited data**		

Proteomics data	This study	MassIVE: MSV000093620 https://doi.org/10.25345/C5H12VJ75, also available on ProteomeXchange: PXD047669
Transcriptomics data	This study	GEO: GSE249880https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249880
Code for downstream analysis of transcriptomics and proteomics data	This study	Figshare: https://doi.org/10.6084/m9.figshare.25365283
Proteome at 30min and 8h *D. discoideum* development	Kelly et al.^28^	ProteomeXchange: PXD023404
0-10h *D. discoideum* developmental transcriptome	Rosengarten et al.^19^	GEO: GSE61914
List of transcriptional milestones during *D. discoideum* development	Katoh-Kurasawa et al.^17^	https://genome.cshlp.org/content/suppl/2021/07/20/gr.275496.121.DC1/Supplemental_File_S7_JDedit.xlsx
*D. discoideum* gene annotation	Singh et al.^48^	https://doi.org/10.6084/m9.figshare.3384364

**Experimental models: Organisms/strains**		

*D. discoideum* AX4 wildtype cells	DictyStockCenter	DBS0237637

**Software and algorithms**		

cutadapt v2.10	Martin^49^	https://github.com/marcelm/cutadapt
STAR v2.7.5	Dobin et al.^50^	https://github.com/alexdobin/STAR
samtools v1.10	Danacek et al.^51^	https://github.com/samtools/samtools
featureCounts (subread v2.0.1)	Liao et al.^52^	https://github.com/ShiLab-Bioinformatics/subread
FragPipe v20.0	Kong et al.^53^	https://github.com/Nesvilab/FragPipe
DESeq2 v.1.41.12	Love et al.^23^	https://github.com/thelovelab/DESeq2
topGO v2.54	Alexa, A., and Rahnenfuhrer, J. (2024). topGO: Enrichment Analysis for Gene Ontology. Version 2.56.0.	https://doi.org/10.18129/B9.bioc.topGO
imputeLCMD v.2.1	Lazar et al.^27^	https://CRAN.R-project.org/package=imputeLCMD
Limma v.3.57.11	Ritchie et al.^25^	https://doi.org/10.18129/B9.bioc.limma
lmodel2 v.1.7.13	Legendre, P., and Oksanen, J. (2018). lmodel2: Model II Regression.	https://cran.r-project.org/web/packages/lmodel2/
MOFA v.1.11.0	Velten et al.^34^	https://www.bioconductor.org/packages/release/bioc/html/MOFA2.html
piano v.2.17.0	Väremo et al.^54^	https://doi.org/10.18129/B9.bioc.piano

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Fredrik Söderbom ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• Complete proteomics data submitted to MassIVE, with accession number MSV000093620, and is linked to ProteomeXchange: PXD047669. The transcriptomics dataset of all 24 sequencing libraries has been submitted to GEO with accession number GSE249880. The links to the repositories are included in the key resources table.
• All code for downstream analysis of the transcriptomics and proteomics datasets can be accessed on GitHub (https://github.com/Bart-Edelbroek/multi-omics-dicty) and also on figshare^55^ (https://doi.org/10.6084/m9.figshare.25365283) together with the generated figures and tables.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

*D. discoideum* AX4 wildtype cells (DictyStockCenter ID: DBS0237637) were grown axenically in HL5-C (Formedium) to exponential phase. 3x10^8^ cells were harvested at 400 x g, 5 min, and washed twice in 50 ml KK2 (2.2 g/l KH_2_PO_4_, 0.7 g/l K_2_HPO_4_). For the 0h time point (not developed), half the cells were harvested as before and stored at -80°C for subsequent processing for transcriptomics library preparation; the other half was harvested and stored at -80°C and later used for proteomics sample preparation. For the other time points, cells were plated on 92mm NN-Agar plates (1.2 g/l KH2PO4, 0.48 g/l Na2HPO4·2H2O, 15 g/l agar) and harvested at the defined time points using Nunc Cell Scrapers (Thermo Fisher), into KK2 buffer; half the plate for transcriptomics and half the plate for proteomics. The cells were treated as described above and the cell pellets were frozen at -80°C until further processed for transcriptomics or proteomics sample preparation.

### Method details

#### Transcriptomics library preparation and sequencing

The frozen cell pellets were dissolved in 1 ml TRIzol Reagent (Invitrogen) and total RNA was prepared according to the user guide, except for an additional 75% EtOH wash of the RNA pellet. Following RNA extraction, 15ug total RNA samples were DNase treated using TURBO DNase (Invitrogen) according to manufacturer’s protocol and purified by phenol/chloroform extraction. 75 μl Phenol stabilized: Chloroform : Isoamyl Alcohol (25:24:1, PanReacAppliChem) was added to 75 μl DNase treated RNA, shaken for 20 s and centrifuged 5 min, 16 000 x g. The upper phase was transferred to new tubes with 187.5 μl EtOH (99%), 7.5 μl 3M Sodium Acetate, 5 μg glycogen, and the RNA was precipitated at -20°C overnight. The RNA was harvested (16 000 x g, 30 min, 4°C), washed with 150 μl 75% EtOH (16 000 x g, 10 min, 4°C), and resuspended in 50 μl RNase free H_2_O. Sequencing libraries were prepared from 700 ng total RNA using the TruSeq stranded mRNA library preparation kit (Cat# 20020594/5, Illumina Inc.) including polyA selection. The library preparation was performed according to the manufacturers’ protocol (#1000000040498). Libraries were sequenced on the NovaSeq 6000 System (Illumina) on two SP Flowcells, with single reads, 100bp read length (v1 chemistry).

#### Proteomics sample preparation and LC-MS/MS analysis

The cell pellets were lysed in 150 μL of 1% β-octyl glucopyranoside and 6M urea containing lysis buffer using a sonication probe for 60 seconds (3 mm probe, pulse 1 s, amplitude 30%) according to a standard operating procedure. After homogenization, the samples were incubated for 90 min at 4°C during mild agitation. The lysates were clarified by centrifugation for 10 min (16 000 × g at 4°C). The supernatant containing extracted proteins was collected and further processed. The total protein concentration in the samples was measured using the DC Protein Assay (BioRad) with bovine serum albumin as standard. Aliquots corresponding to 35 μg of proteins were withdrawn for digestion. The proteins were reduced, alkylated, and on-filter digested by trypsin using 3kDa centrifugal spin filter (Millipore, Ireland). The collected peptide filtrate was vacuum centrifuged to dryness using a Speedvac system. The samples were dissolved in 100 μL 0.1% formic acid and further diluted 4 times. For LC-MS/MS analysis, the peptides were separated in reversed-phase on a C18-column with 150 min gradient and electrosprayed on-line to a Q Exactive Plus Orbitrap LC-MS/MS system (Thermo Scientific). Tandem mass spectrometry was performed applying Higher-energy collisional dissociation.

### Quantification and statistical analysis

#### Quantification of transcriptomics

To enable mapping of the sequencing reads, adapters were trimmed using cutadapt v2.10.^49^ Trimmed reads from different sequencing lanes were pooled and mapped using STAR v2.7.5, allowing a maximum intron size of 2000 bases.^50^ Mapped reads from both Flowcells were merged with samtools v1.10.^51^ Reads were assigned to genes with featureCounts, part of the subread v2.0.1 package.^52^ For both read mapping and counting, the improved *D. discoideum* gene annotation was used.^48^ mRNA library preparation and sequencing were performed at SciLifeLab Uppsala.

#### Quantification of proteomics

Label free quantification (LFQ) of the raw data was performed using FragPipe v20.0 (https://fragpipe.nesvilab.org/), which is powered by MSFragger.^53^ Analysis was performed with oxidation and lysine ubiquitination specified as variable modifications. Up to 3 missed cleavages were allowed. PSM validation performed with Percolator,^56^ and protein inference with ProteinProphet.^57^ Data is filtered at 1% FDR at the PSM, ion, peptide, and protein levels. Site localization with PTM-Prophet. For quantification, a minimum of 1 ion was required for MaxLFQ determination with IonQuant, using match between runs.^58^

#### Transcriptomics statistical analysis

Counts from transcripts encoding the same protein were summed, and transcripts not encoding proteins were discarded, to allow for analysis of protein-coding transcripts and enable downstream comparison to protein data. Differentially expressed genes over time from mRNA-seq were identified with DESeq2 v.1.41.12, using a likelihood ratio test to compare a model where gene expression is explained by developmental time to a null model of constant expression.^23^ Genes with an FDR-adjusted p-value below 0.01 were designated as differentially expressed. Normalized, transformed count data was extracted using variance stabilizing transformations, and shrunken log fold changes of differentially expressed genes were calculated with Approximate Posterior Estimation for generalized linear model.^59^ Counts from 0h to 10h time points from Rosengarten et al., were processed in the same manner.^19^^,^^60^ Genes plotted in heatmaps were hierarchically clustered based on their log fold changes or z-scores. Gene set enrichment for GO-terms was performed using topGO v2.54 with the *weight01* algorithm and using Fisher's exact test to determine statistical significance (https://doi.org/10.18129/B9.bioc.topGO).

#### Proteomics statistical analysis

Protein quantification is based on MaxLFQ values from FragPipe. Values were imputed for proteins that were quantified in all biological replicates at a given time point, but where values were missing at other time points. Imputation was performed using a probabilistic minimum from the imputeLCMD v.2.1 R package.^27^ Differentially expressed proteins (FDR-adjusted p-value 0.01) were identified with Limma v.3.57.11 by fitting linear models, with empirical Bayes smoothing.^25^^,^^61^ The data by Kelly et al.,^28^^,^^62^ was imputed and processed identically for comparison of differentially expressed genes. Clustering and GO-term analysis was performed as for the mRNA data.

#### Integrative analysis

Genes which were quantified in both the transcriptomics and proteomics datasets, were utilized for integrative analysis. To enable comparison of the mRNA and protein levels, the values of each replicate, for each dataset, were divided by the total sum of values for that replicate such that the scaled values sum to 1. For across genes correlation at a single time point, the mean mRNA and protein levels were calculated from the biological replicates. Linear regression was calculated with ranged major axes using lmodel2 v.1.7.13 (https://cran.r-project.org/web/packages/lmodel2/). For per-gene correlations, Pearson correlations were calculated for each gene with all replicates available from both transcriptomics and proteomics.

Multi omics factor analysis was performed with MEFISTO, using MOFA v.1.11.0 on using data from all time points.^34^ For analysis based on Factor 1, genes were selected with a Factor 1 loading at both mRNA and protein modalities above 0.45 or below -0.45. Gene set enrichment analysis of Factor 2 mRNA was performed based on the Factor 2 gene weights using piano v.2.17.0.^54^

For time lag analysis, the Spearman across-genes correlation was calculated for each transcriptomics time point with each proteomics time point, either with all common quantified genes, or those that were differentially expressed in both datasets. To calculate the ratios of protein levels to mRNA levels, the normalized protein level was divided by the normalized mRNA level for each gene. Differentially expressed genes at the mRNA modality, which have a fold change above 2 at the 10h time point compared to the 0h time point, were identified as upregulated, and those with a fold change below 0.5 as downregulated.

### Additional resources

The multi-omics data presented in this study are available in an interactive web app for ease of use: https://edelbroek2024.serve.scilifelab.se.

# Supplementary material for: Multi-omics analysis of aggregative multicellularity
**Source:** iScience. 2024 Aug 3;27(9):110659. doi: 10.1016/j.isci.2024.110659
**Supplement:** Document S1. Figures S1–S10

**iScience, Volume 27**

## **Supplemental information**

### **Multi-omics analysis of aggregative multicellularity**

**Bart Edelbroek, Jakub Orzechowski Westholm, Jonas Bergquist, and Fredrik Söderbom**

# Supplemental Figures

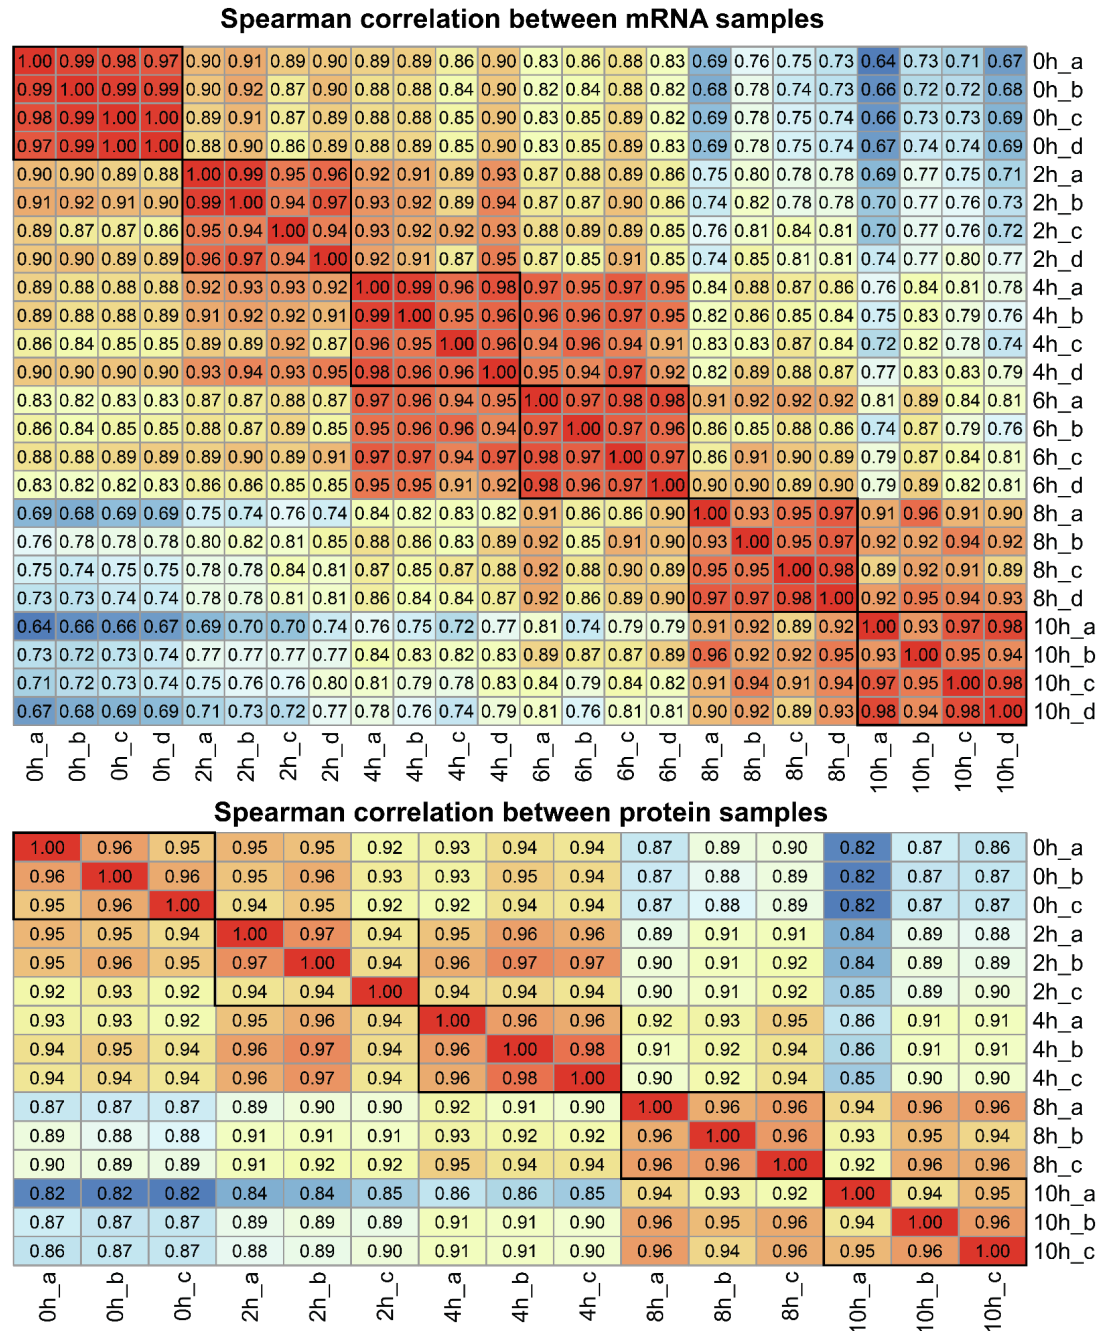

**Figure S1. Correlation between biological replicates of transcriptomics and proteomics, related to Figure 2.** Correlation matrix of all transcriptomics samples (top) and proteomics samples (bottom), with the Spearman correlation indicated for each comparison. Biological replicates of the same time point are indicated with a black box.

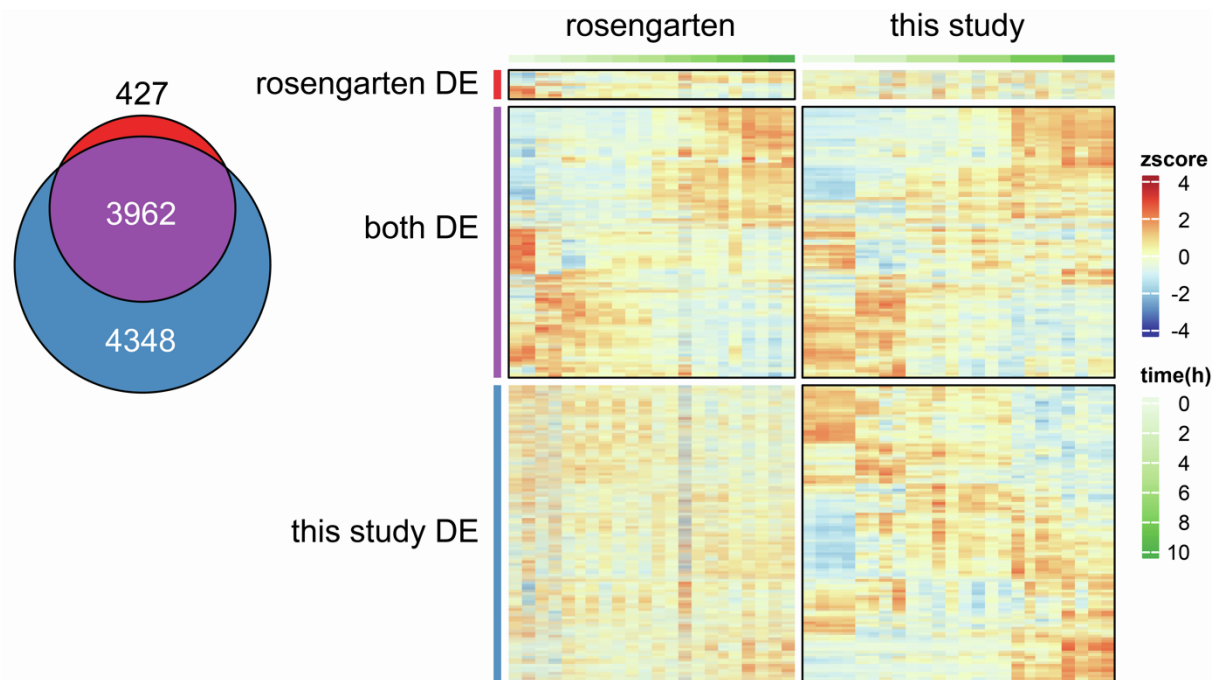

**Figure S2. Regulated mRNA compared to Rosengarten et al, related to Figure 2.** Comparison of the transcriptomics dataset generated in this study (this study) with the 0h to 10h time points of the dataset generated by Rosengarten et al.<sup>1</sup> (rosengarten). Red and purple: 4389 protein coding transcripts identified as differentially expressed in the Rosengarten dataset; blue and purple: 8310 protein coding transcripts in the dataset generated in this study; purple: 3962 protein coding transcripts identified in both studies. Regulation of the transcripts is shown by z-score from 0h growing cells to 10h post initiation of development, with differentially expressed transcripts outlined (black rectangles).

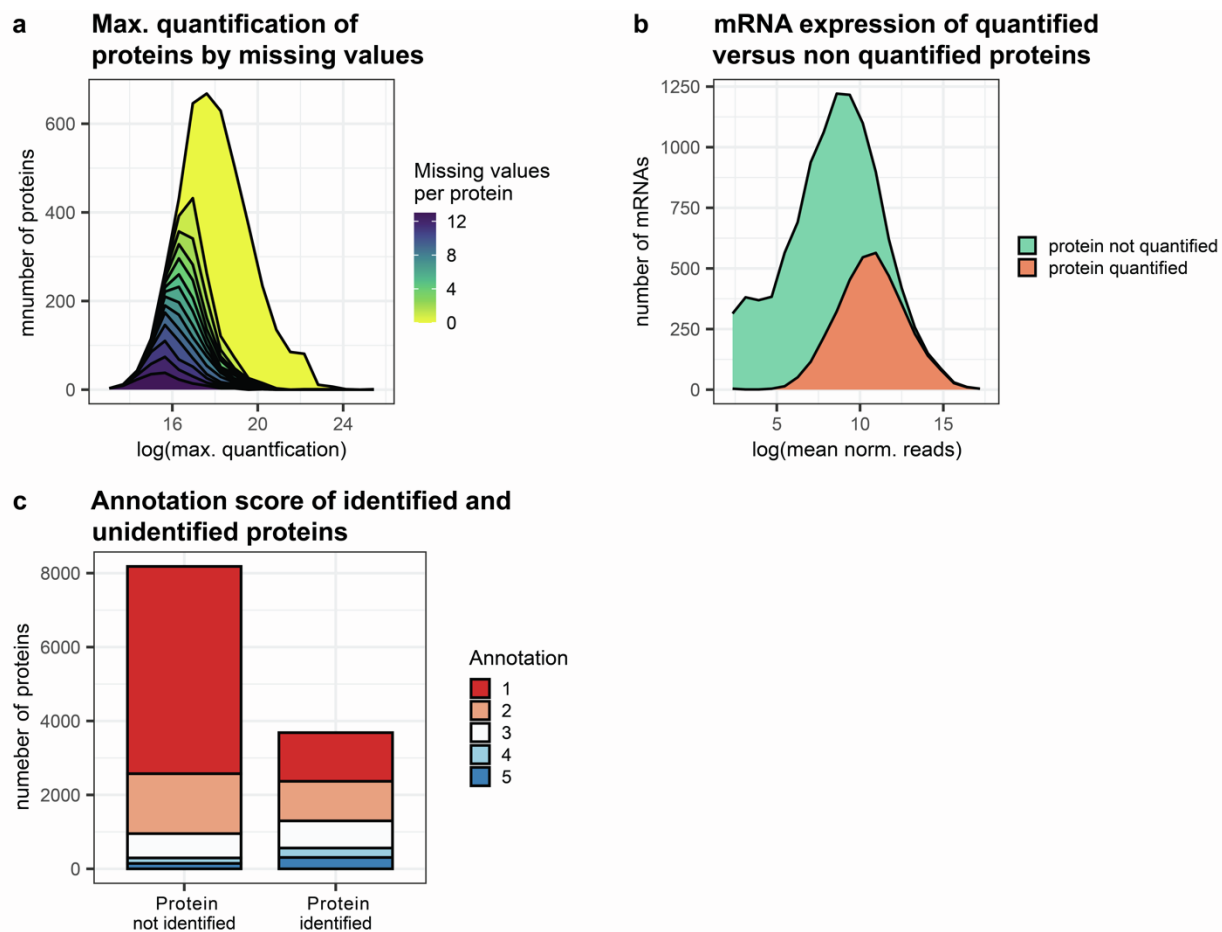

**Figure S3. Analysis of missing proteins, related to Figure 3a.** **a** Protein quantification grouped by the number of missing values. For each protein, the maximum value among all samples was calculated. Proteins without missing values across all samples are yellow. For proteins with all missing values, no maximum value could be calculated and these are omitted. **b** mRNA expression in log-scaled normalized reads. Reads were averaged across biological replicates and time points for each gene, classified by whether or not the cognate protein was quantified from the proteomics analysis. **c** Annotation score of not identified proteins, and identified proteins, ranging from 1 (lowest annotation score) to 5 (maximum annotation score), accessed from UniProt<sup>2</sup>.

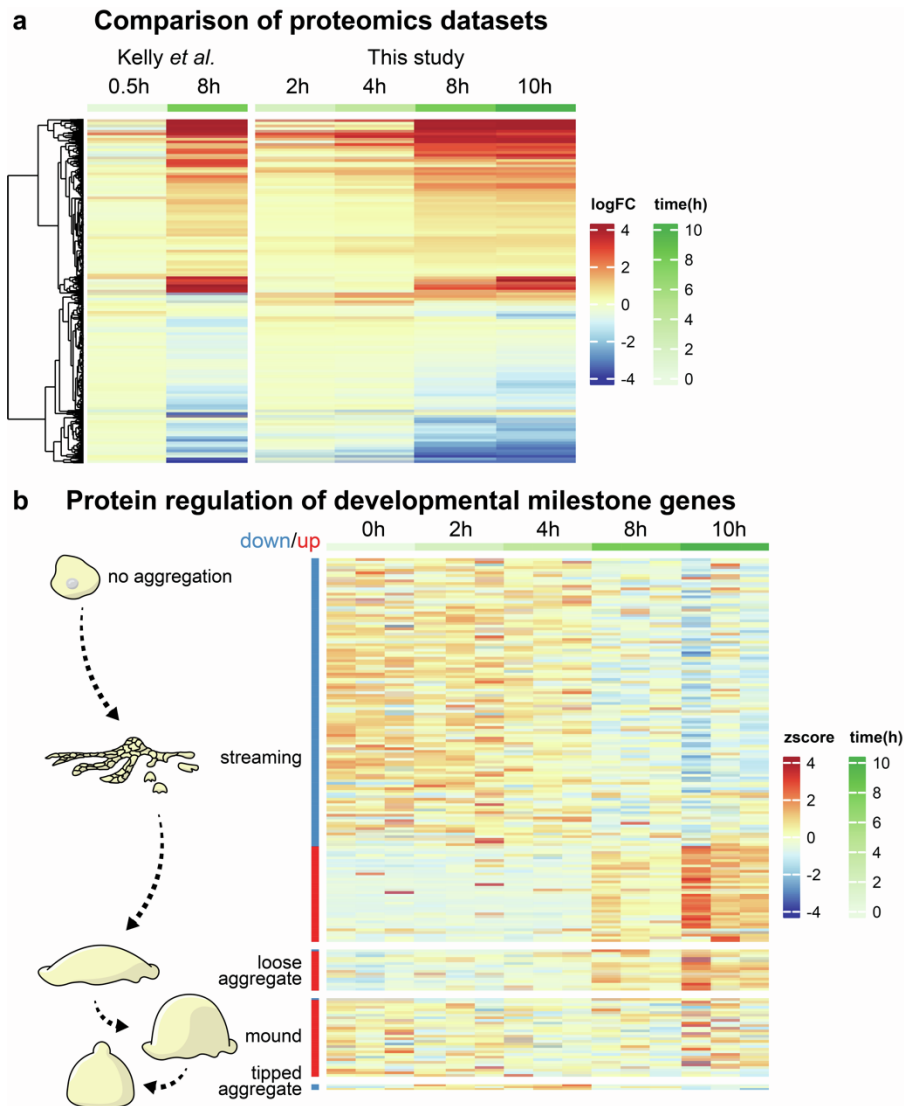

**Figure S4. Protein regulation over time compared to previous data and for milestone genes, related to Figure 3. a** Regulation of proteins over time in our dataset (This study) compared to the dataset by Kelly et al., accessed through the ProteomeXchange<sup>3,4</sup>. Regulation in log fold change (logFC) of time points relative to non-developed cells. Proteins included in heatmap were differentially expressed in either dataset. Proteins with missing values in either dataset, were omitted. **b** Regulation of the milestone gene proteins over time. Milestone genes are included which characterize the transition from “no aggregation” to “streaming” (streaming), from “streaming” to “loose aggregate” (loose aggregate), from “loose aggregate” to “mound” (mound) and from “mound” to “tipped aggregate”<sup>5</sup>, from top to bottom. Illustrations of the morphological structures are included on the left. Whether the milestone genes are defined as downregulated (blue) or upregulated (red) in the transition, is annotated on the left. Only genes are included for which protein could be quantified across all timepoints and replicates.

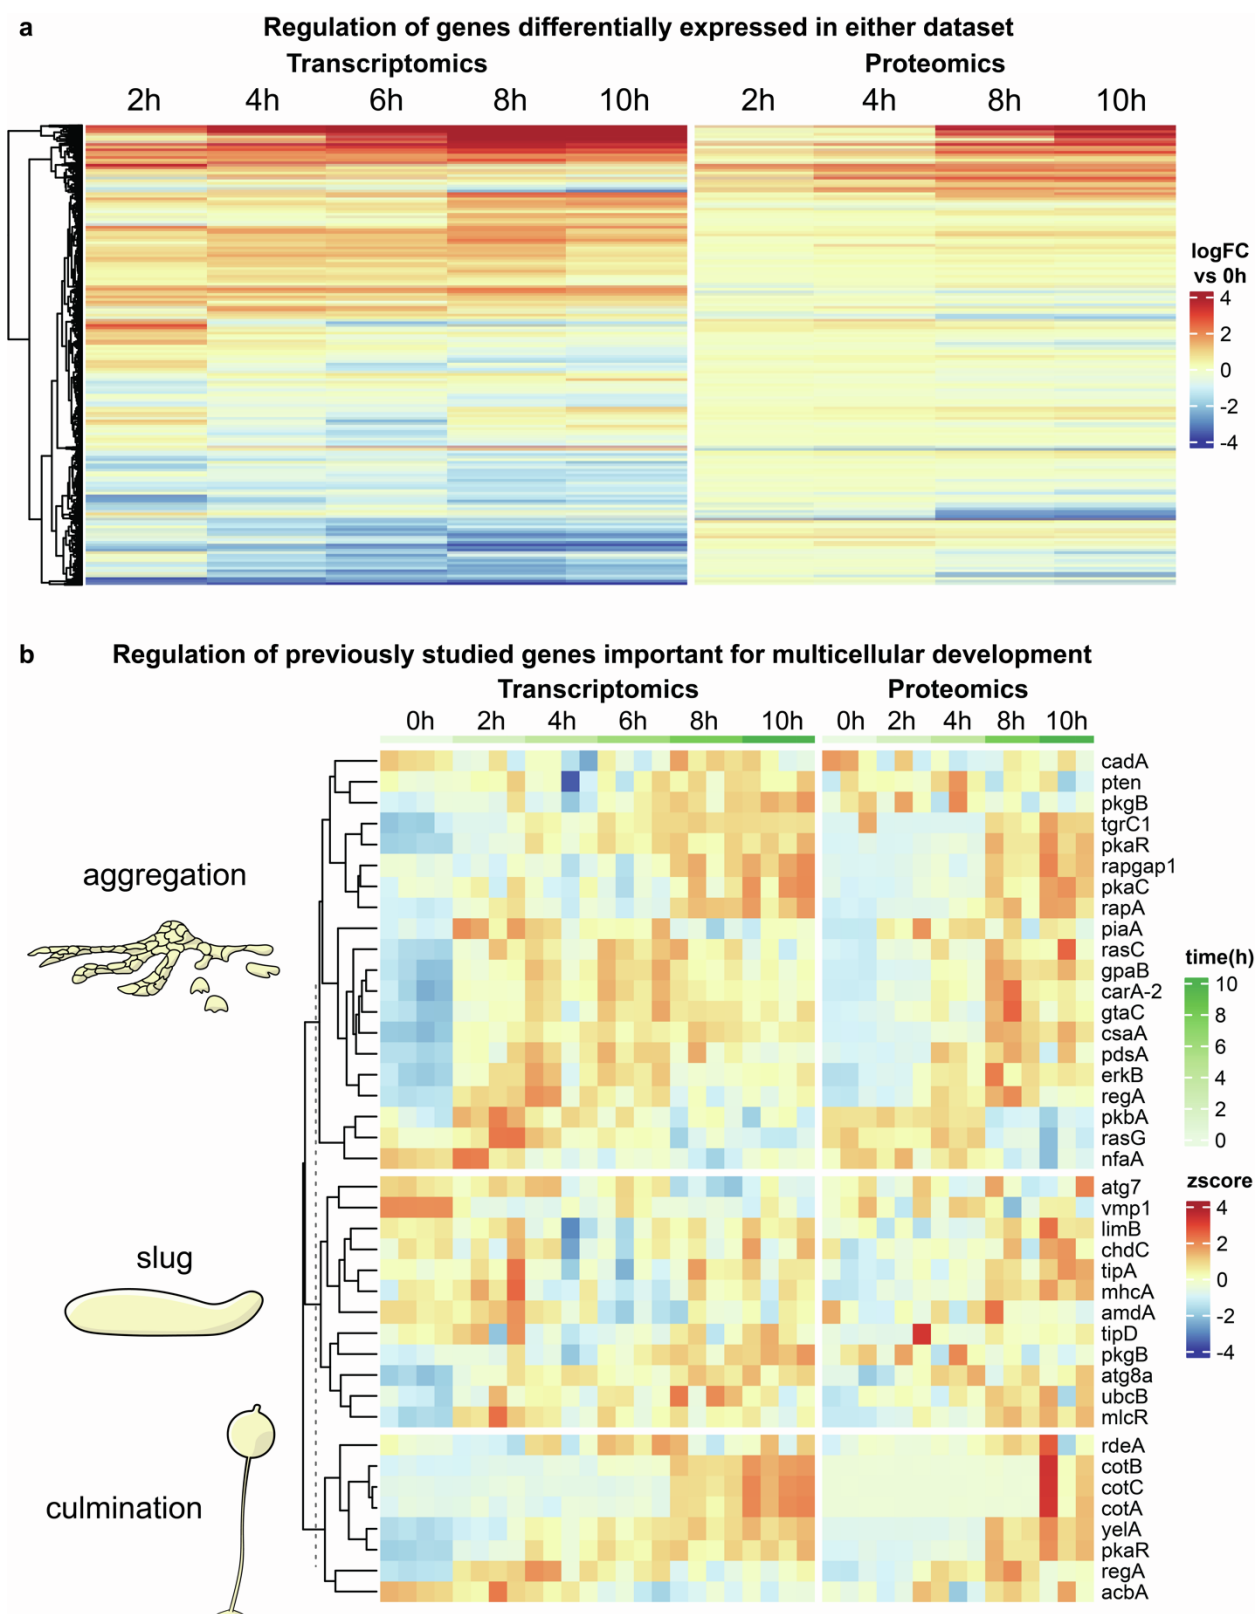

**Figure S5. Regulation of genes in both transcriptomics and proteomics datasets, related to Figure 4.** **a** Regulation of all genes that are differentially expressed in either dataset, and contained no missing values (2934 genes). Log fold change (logFC) is calculated for the indicated time points versus the 0h time

point. The genes in the heatmap are hierarchically clustered based on their regulation, with the dendrogram shown left. **b** Transcript and protein expressed for genes involved in regulation of aggregation, slug and culmination (fruiting body) multicellular stages, as presented by Loomis (2015)<sup>6</sup>.

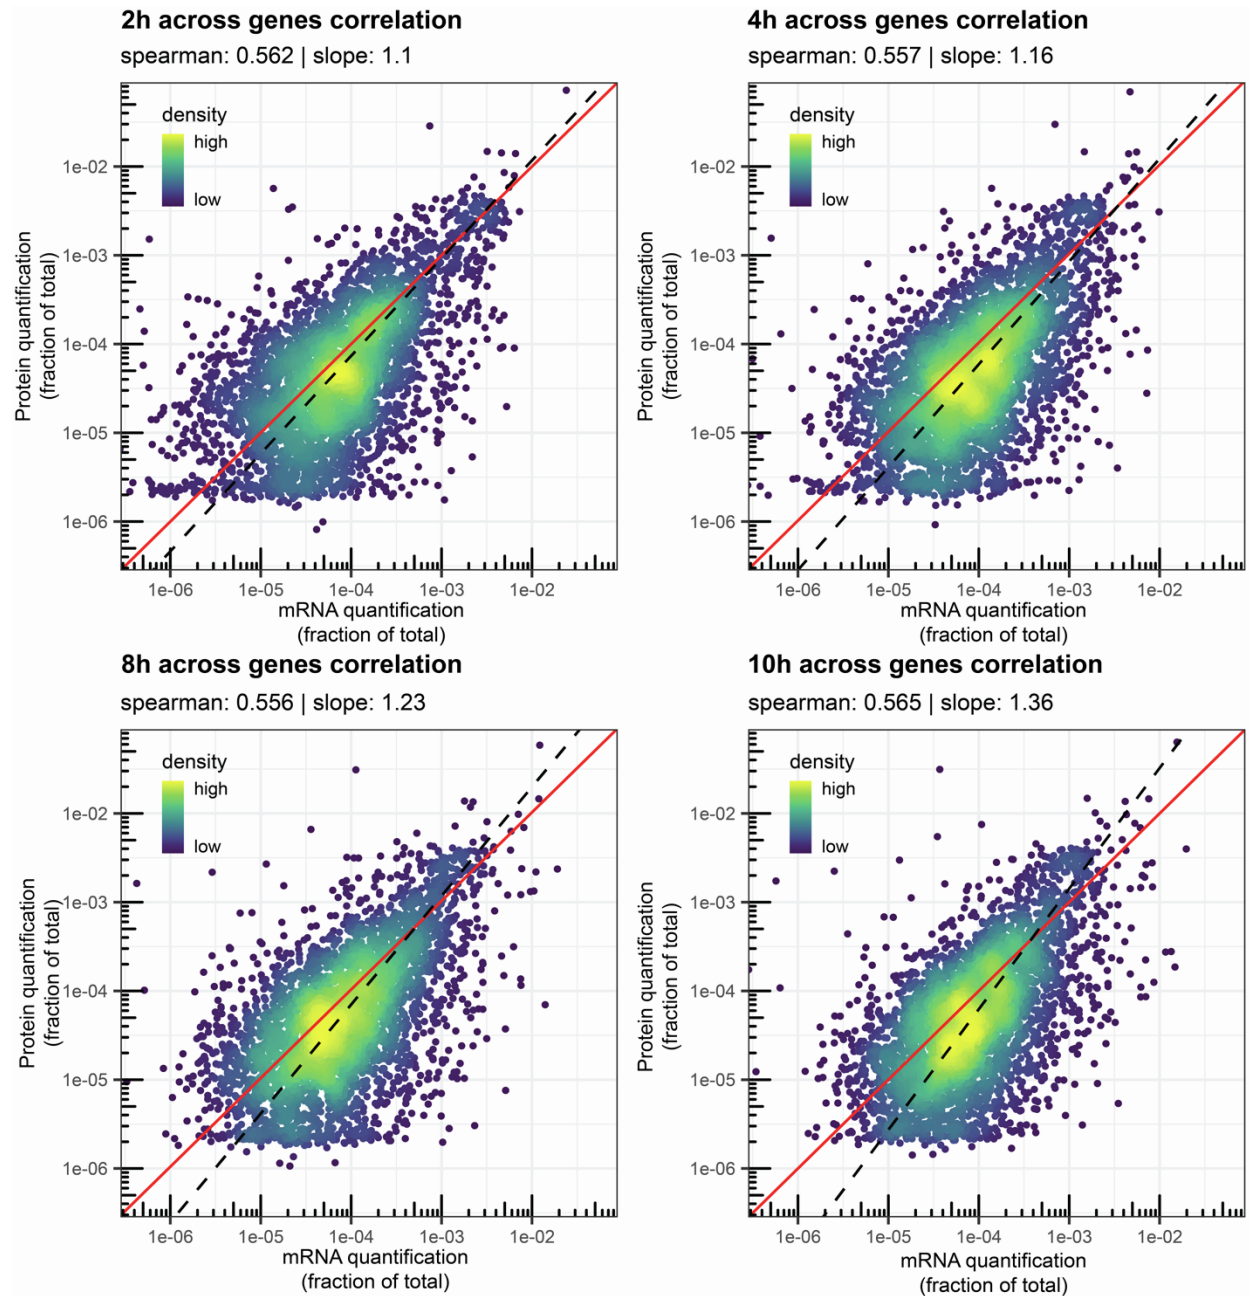

**Figure S6. Across genes correlation of mRNA and protein fractions at 2h, 4h, 8h, and 10h time points, related to Figure 4b.** Correlation of the mean mRNA and protein levels across the indicated time point. Each dot represents the mean protein and mRNA expression from a single gene. The dashed black line indicates the linear regression of the data, with the slope indicated above the plot. The red line is the y=x diagonal.

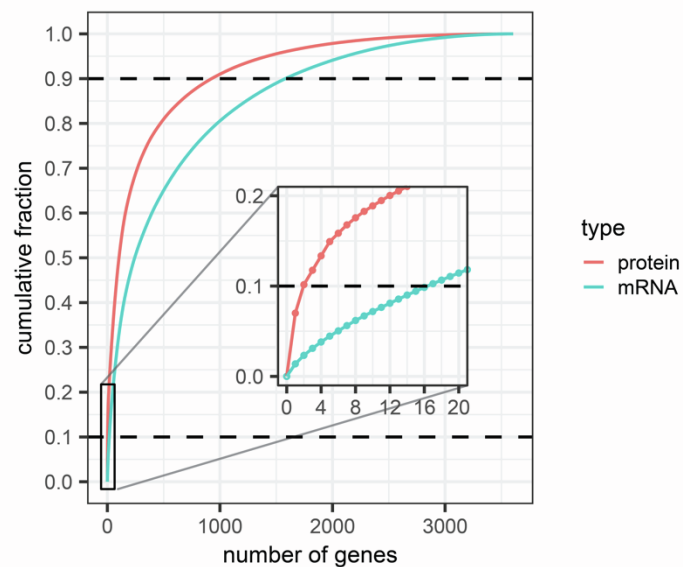

|            | Number<br>of proteins | Number<br>of mRNAs |
|------------|-----------------------|--------------------|
| Top 10%    | 2                     | 16                 |
| Bottom 10% | 2679                  | 2023               |

**Figure S7. Differences in dynamic range between transcriptomics and proteomics, related to Figure 4.** Cumulative fraction of proteomics and transcriptomics summing up to 1, for all genes quantified in both datasets. The dashed lines indicate the top and bottom 10% of expression, and the number of genes included in these cutoffs for the different datasets is included in the table.

**a Median per gene correlation for all common genes**

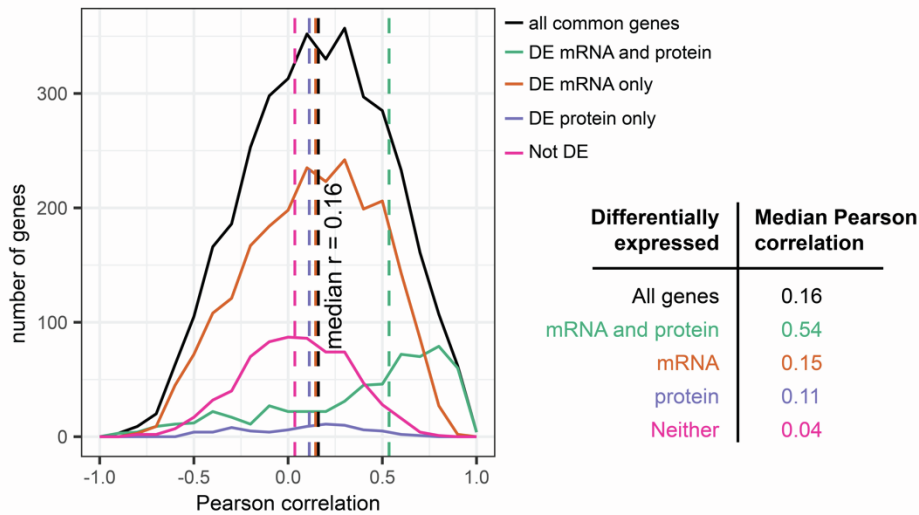

**b Example of decrease in correlation by mismatching biological replicates**

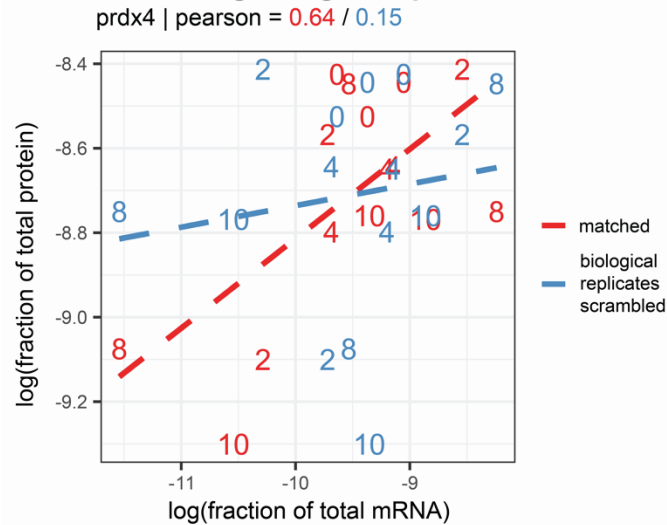

**c Gain in correlation by matching omics from same agar plate**

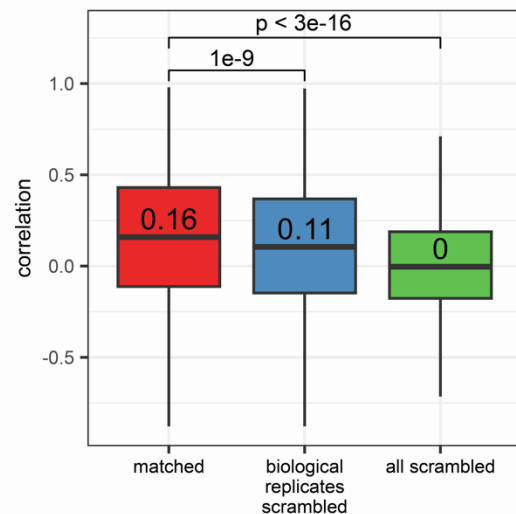

**Figure S8. Per gene mRNA and protein quantification, related to Figure 4e.** **a** Distribution of per gene Pearson correlations for all common genes in the transcriptomics and proteomics datasets, and genes grouped by differential expression in either of the datasets. The median Pearson correlation for each group of genes is visualized with a dashed line, and is noted in the table on the right. **b** Difference in Pearson correlation for *prdx4* gene when mismatching biological replicates. Each replicate is plotted based on the mRNA abundance and protein abundance of either that same replicate (red) or protein abundance of another replicate from the same time point (blue). Linear regression indicated with dashed lines matching the color of the replicates, with a Pearson correlation indicated above the plot. **c** Boxplots of per gene correlation for all genes in the proteomics and transcriptomics datasets, either where the data is matched to the same biological replicate from the same plate (red), or where the data is matched to different biological replicates from the same time point (blue), or where the data is completely scrambled, i.e. protein data from one biological replicate and time point, matched to mRNA data from another biological replicate and time point (green). P-values from two-tailed t-test for indicated pairwise comparisons.

**a Proteasome complex highlighted**   **b Regulation of genes associated with proteasome complex**

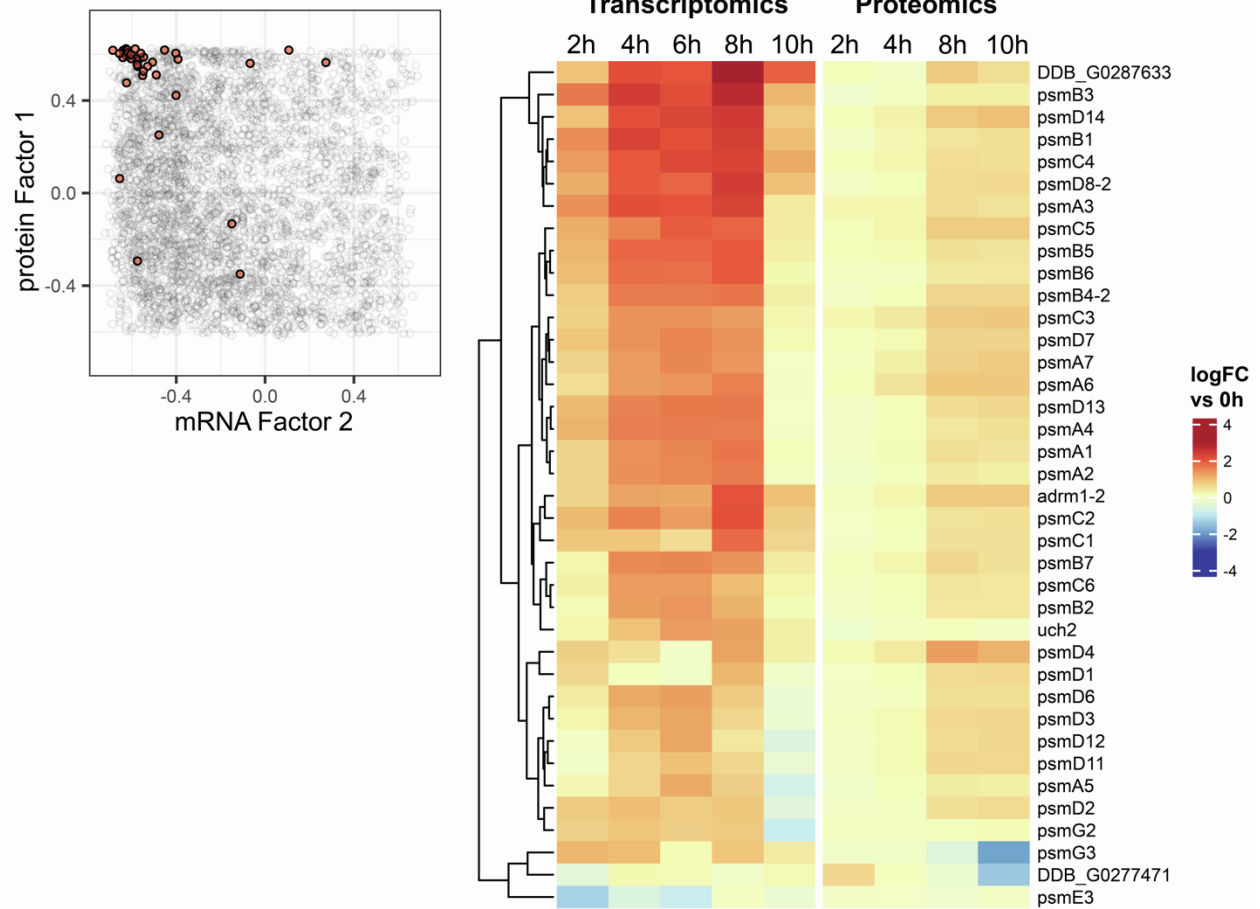

**Figure S9. Regulation of the proteasome complex during development, related to Figure 5. a** Highlight of members of the proteasome complex in mRNA factor 2 by protein factor 1 plot. In light-grey the distribution of all genes is shown. Genes in the top-left are associated with high Factor 1 at the protein modality, and low Factor 2 at the mRNA modality **b** Regulation of proteasome complex genes in transcriptomics and proteomics datasets in log fold change (logFC) versus the 0h time point.

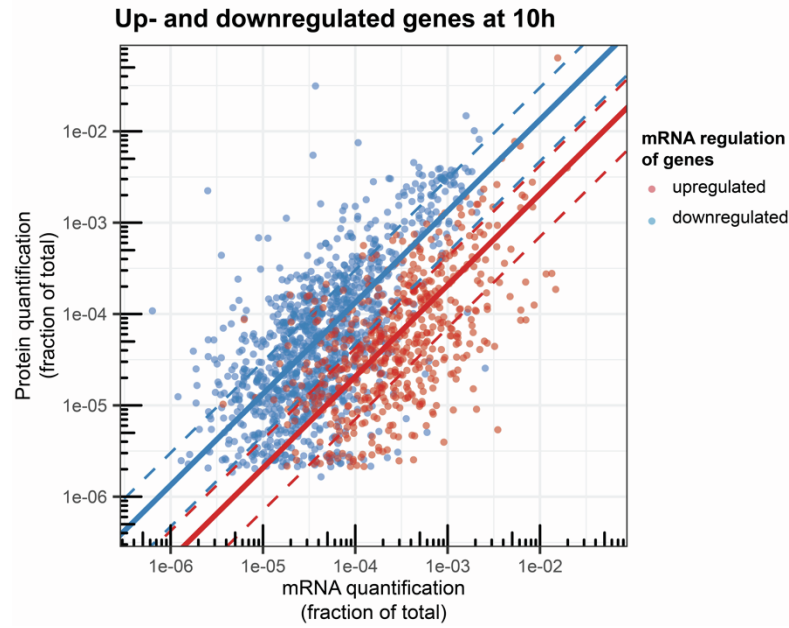

**Figure S10. Fraction of protein to mRNA for the 10h time point, related to Figure 6d, e.** Across genes correlation of genes quantified in the transcriptomics and proteomics datasets. Each gene is plotted by the mean mRNA level and mean protein level at the 10h time point. Genes are included for which the mRNA is upregulated at the 10h time point (red) or genes for which the mRNA is downregulated at the 10h time point (blue). The median protein to mRNA ratio for each set of genes is indicated with the solid line in matching color. The 25th and 75th percentile are indicated with dashed lines.

## Supplemental References

1. Rosengarten, R.D., Santhanam, B., Fuller, D., Katoh-Kurasawa, M., Loomis, W.F., Zupan, B., and Shaulsky, G. (2015). Leaps and lulls in the developmental transcriptome of *Dictyostelium discoideum*. *BMC Genomics* 16, 294. <https://doi.org/10.1186/s12864-015-1491-7>.
2. The UniProt Consortium (2023). UniProt: the Universal Protein Knowledgebase in 2023. *Nucleic Acids Research* 51, D523–D531. <https://doi.org/10.1093/nar/gkac1052>.
3. Kelly, B., Carrizo, G.E., Edwards-Hicks, J., Sanin, D.E., Stanczak, M.A., Priesnitz, C., Flachsmann, L.J., Curtis, J.D., Mittler, G., Musa, Y., et al. (2021). Sulfur sequestration promotes multicellularity during nutrient limitation. *Nature* 591, 471–476. <https://doi.org/10.1038/s41586-021-03270-3>.
4. ProteomeXchange Dataset PXD023404  
<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD023404>.
5. Katoh-Kurasawa, M., Hrovatin, K., Hirose, S., Webb, A., Ho, H.-I., Zupan, B., and Shaulsky, G. (2021). Transcriptional milestones in *Dictyostelium* development. *Genome Res* 31, 1498–1511. <https://doi.org/10.1101/gr.275496.121>.
6. Loomis, W.F. (2015). Genetic control of morphogenesis in *Dictyostelium*. *Developmental Biology* 402, 146–161. <https://doi.org/10.1016/j.ydbio.2015.03.016>.

How the deposited data were processed for this re-analysis (not part of the article)

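RNA-seq was performed on *Dictyostelium discoideum* AX4 cells at 0h, 2h, 4h, 6h, 8h and 10h after the onset of starvation, with 4 libraries at each of the 6 time points and 24 in all. The authors trimmed adapters, mapped the reads with STAR, merged the reads of both flowcells, and assigned them to genes of an improved annotation with featureCounts (version 2.0.0 in the header of the table). They deposited raw counts per gene and library, without normalization, together with each gene's length in bases, its exons and its strand. The protein values used for comparisons are the paper's own, from the parts of Tables S5, S6 and S7 that were available. The available part of Table S6 holds the genes with the smallest p-values of the paper's per-gene correlation of mRNA and protein. Other protein values were not used here.

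The deposited table lists 11278 entries. Of these, 11059 were matched by identifier to a reference table of the organism's genes, 11058 of them protein-coding, and 219 were not matched. The 10636 protein-coding genes with more than 1 read in any library were tested. Of the per-library columns, 0 were left out, and 0 pairs of libraries were identical. Where the paper lists a copy of a duplicated gene that has no reads here, the counts of its other copy were used. The libraries held between 12059823 and 44168225 counts, with a median of 26137179, and 3 reads correspond to between 0.0705 and 0.256 CPM, which limits what can be shown for genes near this level. Intervals and floors cover counting error only.

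Libraries were grouped by time point. The columns carry the letters h to k, which neither the labels nor the paper's text link to replicate numbers. A figure legend of the paper says that letters mark biological replicates, in plots limited to samples with both mRNA and protein data. The legend does not name these letters, and the column letters h to k were not matched to the replicates paired with proteomics. The same letters recur at each time point, so that libraries were paired by letter in an alternative fit, with the letter as a replicate block beside time. Whether libraries with the same letter belong together was checked by the mean correlation of their deviations from the time point means, over pairs of libraries from different time points, which was 0.100 and was compared with 100000 permutations of the letters within time points. Set levels were also compared within letters with exact sign-flip tests, whose smallest p is 0.125.

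Counts were analysed in R 4.3.3. Differential expression was tested with edgeR 4.0.16, using TMM normalization, a quasi-likelihood fit over all libraries with time as a factor, and an F-test over all time points together, against 0h or between consecutive time points, with Benjamini-Hochberg adjustment and an adjusted p-value threshold of 0.01. Standard errors were derived from the log2 fold change and the F statistic. A rise and a fall needed a log2 fold change of at least 1 within an interval. Genes were counted as upregulated or downregulated at 10h when they were differentially expressed over time and changed above 2-fold or below 0.5-fold. CPM are counts scaled to a common library size with the TMM factors. Log2 CPM of single genes were taken with a pseudocount of 1 in the search for a library apart and 0.5 in exact tests. Deviations of libraries and set levels after the gene length correction used edgeR's log2 CPM with a prior count of 2. Principal components were computed from the variance-stabilizing transformation of DESeq2 1.42.0 for the 500 most variable genes. Clusters came from hierarchical clustering with Euclidean distance and complete linkage, divided into 4 groups, since the paper's text does not name the distance or linkage.

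Gene sets were tested with camera of edgeR and limma 3.58.1, with an inter-gene correlation of 0.01 and an adjusted p-value threshold of 0.05, over 9 sets and 5 time points. Because camera passed as many sets under other splits of the libraries, set levels were also compared per library, as the mean log2 CPM of the set, with 2-sided exact permutation tests. The family of these tests was widened to 51, every set at every time point and the later changes of 3 sets, after a first run over fewer of them in which the smallest adjusted p passed 0.05. The larger family is the one reported. Single genes were compared between 0h and 10h with exact permutation tests of 4 libraries against 4, whose smallest p is 0.0286. Correlations with time used 100000 permutations.

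The genes named are those the paper names in its text or figures, the 5 with the largest rise and the 5 with the largest fall at 10h among the genes with a mean of at least 10 CPM, the most abundant transcripts and the members of the gene sets. The definitions of the 9 sets and this rule were fixed before the data were examined. Members of the aminoacyl-tRNA synthetase set were limited to product names in the available parts of the paper's tables.

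The analysis was tested on simulated data, made from the means and library sizes of the 10636 tested genes with 200 genes changed. edgeR recovered 88.5% of the changed genes over time and 92% at 10h, with 1.08% of its calls at 10h false. DESeq2 recovered 96% and 95.5%, with 2.55% false. The set test found the set that was moved and called 0 of the other sets. The simulated genes varied independently of each other, so this cannot show how the set test behaves when genes of a set vary together. The changed genes were well counted, their changes were large and they were far fewer than in the data, so the rates need not hold there. The gene length correction recovered simulated slopes with a correlation of 0.999.

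Alternatives were DESeq2's tests, library size or DESeq2's size factors in place of TMM, a stricter filter on low counts, a looser threshold, all entries of the table, other numbers of genes for the principal components and correlations, other linkages and shrunken fold changes for the clusters, camera with the correlation estimated per set, other lists of genes for comparisons with protein, and each of the 24 libraries left out in turn. An offset for gene length per library and the letter as a replicate block, with and without this offset, were added after the data were seen. The proteomics measurements, the gene ontology enrichment, the milestone genes and the multi-omics factor analysis were not analysed here.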

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

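The tests for library k at 2h were chosen only after the result was seen, and so were part of those for library i at 10h and the comparison of letter k at all times. For each measure, the 4 libraries of each time point were searched for one far from the other 3. Of 161 such groups, 15 had one, and about 8 are what chance gives, so single cases among these carry little weight.

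Library i at 10h lay apart from the other 10h libraries in 2 measures. Its score on the second principal component was -12.7, with the others between -28.3 and -25.8, and its median Spearman correlation with them was 0.934, with theirs between 0.973 and 0.981. On genes that change between 8h and 10h, chosen without this library, it lay at 0.58 of the way from 8h to 10h on rising genes and 0.494 on falling genes, and the other libraries lay between 0.815 and 1.23. The deviations of this library had a Spearman correlation of 0.0039 with gene length among genes of similar level. The median absolute value over the 24 libraries was 0.254, so this argues against a gene length bias as the source. The gene length correction had little to act on, and left the positions at 0.588 on rising and 0.505 on falling genes. A mislabelled 8h library would lie near 0, and 0.58 is away from it, but how far single 8h libraries lie from 0 is not known here. The closest library to library i at 10h was library h at 8h (0.957), with first component scores of 83.4 and 82.4. On the second component, -12.7 lay below all 8h libraries (10.3 to 14.4). The second component thus goes against a mislabelled 8h library, while the closest library and the first component go with it. Mislabelling is not excluded. The total count of library i at 10h ranks 3 from the lowest of the 4, so library size does not account for its position. An earlier stage than the other 10h libraries may explain it, but a mixture with cells or RNA of 8h would give similar positions on both lists, and the difference of 0.0861 between them cannot separate these explanations.

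Library k at 2h had lower levels of 3 falling genes than the other 2h libraries, on the log2 CPM scale with a pseudocount of 1. It was at 3.44 for gp130 (others 5.12 to 5.27), 6.69 for DDB_G0270212 (others 8.34 to 8.58) and 8.26 for DD7-1 (others 9.83 to 10). Library k at 4h was lower for DDB_G0270212, at 3.87 (others 5.41 to 5.5), and for DD7-1, at 5.21 (others 6.68 to 6.91). If library k at 2h were further along, it would lie furthest towards 4h, but its position on rising genes was 0.0732, with library j at 0.336, and on falling genes 0.0676, with library j at 0.241. Other measures go the other way. On the first principal component, which rises with time, its score of -46.2 was the highest of the 2h libraries (others -58.3 to -50.0), and of the rising genes it had 213.5 CPM of cbpA (others 49.3 to 90.7) and 14 reads of fnkB (others 1, 4 and 4). Other falling genes at 2h were mixed. Library k was lower in DDB_G0275111 (14.5 CPM, others 28.3 to 91.0) and within the others in DDB_G0268878 (156.9, others 39.8 to 175.2). It was higher in DDB_G0281185 (20.7, others 5.81 to 9.91), which goes against a later stage. Library k at 0h also had the highest score of the 0h libraries, -59.9 (others -69.9 to -63.2), with 40.0 CPM of cbpA (others 7.48 to 8.97) and 56.3 CPM of DDB_G0288745 (others 7.39 to 8.49), although its position towards 2h was 0.000457 on rising and -0.0319 on falling genes. These measures disagree, and it is not excluded that library k at 2h was further along. At 4h, library k lay at 0.0105 towards 6h on rising genes, with library h at 0.148, but on falling genes it lay furthest, at 0.21, with the others at -0.0345, 0.126 and 0.2. Of other falling genes, it was lower in DDB_G0275111 at 4h (6.57 CPM, others 9.74 to 17.2). It was higher in DDB_G0281185 (7.91, others 2.62 to 3.75) and DDB_G0268878 (194.9, others 76.7 to 96.1). Library size does not account for gp130 at 2h either, since the gap without TMM was 1.96. DDB_G0270212 and DD7-1 are neighbours on chromosome 1, and reads shared between them were not tested. A difference of letter k at all times was the other explanation. At the 4 time points other than 2h and 4h, library k was the lowest in 8 of 8 cases for DDB_G0270212 and DD7-1, and in 11 of 12 with gp130. At 0h library k had 125 CPM of DDB_G0270212 (others 213 to 453), 455 of DD7-1 (others 793 to 1290) and 174 of gp130 (others 215 to 260), so the libraries with letter k were lower in these genes already before starvation. These genes were picked because library k was low in them, and other falling genes differed. At 0h, library k was also lowest in DDB_G0275111, at 77.1 CPM (others 134.6 to 316.5). In DDB_G0268878 it was highest, at 1405 CPM (others 1095 to 1289), and again at 4h, 8h and 10h. The difference of letter k thus holds for some falling genes and not for all. Technical and biological sources of this difference were not told apart.

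Library h at 6h had 36800000 reads, with the others between 18100000 and 20900000, which is a difference in sequencing depth, and no biological explanation was tested. Its median Spearman correlation with the other 6h libraries was 0.976, with theirs between 0.967 and 0.968, and thinning it to the lowest total left it at 0.976. Library k at 8h had 0.97, with the others between 0.949 and 0.952, and thinning left it at 0.9701. Library size accounts for neither, and no biological explanation was tested.

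Library k at 4h had a proteasome level of 1.05, with the others between 1.53 and 1.61, and after the gene length correction it was at 0.888, below the others at 1.33 to 1.49. Library j at 4h had a level of slug genes of -0.687, with the others between -0.0404 and 0.0119, and after the correction it was at -0.495, with the others between -0.0356 and 0.0698. The deviations of library k at 4h had a Spearman correlation of 0.112 with gene length among genes of similar level. The correction thus had little to act on there and does not decide on a gene length bias. For library j at 4h this correlation was -0.464, and gene length does not account for all of its difference. No biological explanation was tested.

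For 3 genes near the floor, a library stood apart by few reads. DDB_G0284781 in library j at 2h was at 0.714 on the log2 CPM scale (others 0.423 to 0.449), with 12 reads against 32 in the other 3 libraries, which counting noise may explain (exact binomial test, p = 0.106). DDB_G0279615 in library h at 0h was at 0.0478 from 1 read, with none in the others (exact binomial test, p = 0.212). fnkB in library k at 0h was at 0.0787 from 2 reads, with none in the others (exact binomial test, p = 0.0648). For these last 2 genes, the number of reads is too low for a library to be shown apart from the others.

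The Arp2/3 genes moved in opposite directions at 2h and 6h. All 4 libraries at 2h lay above and all 4 at 6h below every 0h library, a difference of -2.54 on the log2 scale between the time points. The exact permutation test of this difference gave p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.0503 after adjustment over 51 tests, so it did not pass 0.05. The slug genes did the same with a difference of -0.714, for which no exact test between 2h and 6h was made. With library size in place of TMM the Arp2/3 change at 2h was 1.43, so the normalization does not account for all of it. After the gene length correction it was 1.95. The correction moves these genes by a mean of 0.0448 between 0h and 2h, which argues against a gene length bias as the source of the change at 2h. The change at 6h was -0.61 with library size and -0.88 with the gene length correction, against -0.65. That the genes rise early and fall by 6h is a hypothesis. For the slug genes, the change at 2h was 0.57 with TMM and 0.04 with library size, and at 6h -0.22 and -0.17, so most of their difference depends on the normalization. With the gene length correction it was 0.62 at 2h and -0.18 at 6h.

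Of 155 entries with reads that were not matched to a protein-coding gene, 104 changed over time, 53 of them higher and 51 lower at 10h. Of the 11059 matched entries of the table, 11058 were protein-coding, and 219 were not matched, so whether most of these entries encode proteins is not known. The paper counts 10714 expressed protein-coding transcripts against 10636 tested here, so it may report on some of them. Of the changed entries, 8 overlap a protein-coding gene on the same strand, so reads of overlapping genes do not account for most of them, and no other explanation was tested. Of them, 21 are assembled entries without a gene identifier. The one with the largest rise, novel_gene_1 (chromosome 1, 498509 to 500975), was chosen after its values were seen. It reached 200.7 ± 19.68 CPM (SD, n = 4) at 10h, at least 1907-fold higher than the floor of the 0h libraries, where no library had more than 2 reads of it (edgeR adjusted p = 2.31e-12).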

How the results depend on the processing

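The main results and most alternatives were chosen before the data were examined, and the gene length correction and the fits with the column letter as a replicate block were chosen after the data were seen. The letters are not linked to replicate numbers, so the fits with the replicate number as a block and with replicates 1 to 3 only were not run.

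Deviations from the time point means correlated at a mean of 0.100 between libraries with the same letter (permutation p = 0.00785), from 0.0373 for letter i to 0.168 for letter k. With the letter as a replicate block, 7860 genes were differentially expressed over time, against 7723 without it, 7606 were called by both, and 1099 genes had a rise and a fall, against 960. Of the 45 set results, 18 passed camera's threshold, against 19, since culmination genes at 6h (1.83) no longer did, and slug genes at 10h (0.24) reversed their direction relative to the other genes. The mean log2 fold change changed its sign for Arp2/3 genes at 4h (-0.04) and MCM genes at 2h (-0.02). With the gene length correction in the same fit, 8052 genes were differentially expressed over time, 184 were lower from 4h to 6h, culmination genes at 6h (1.79) were not past the threshold, and slug genes at 10h (0.31), Arp2/3 genes at 8h (0.14) and MCM genes at 2h (0.14) and 8h (0.59) reversed their direction relative to the other genes. The sign changed for Arp2/3 genes at 4h (-0.26) and MCM genes at 4h (0.07). Within letters, all 4 changed in the same direction in 33 of the 51 set comparisons, 4 of them with an unpaired exact p of 0.05 or more, and with 4 pairs the paired exact test cannot give a p below 0.125.

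The count of genes differentially expressed over time was between 7261 (the lowest with one library left out) and 8903 (adjusted p below 0.05) against 7723, with 7536 under filterByExpr, which left 10073 genes, and stayed within 1.5 times the main count in all alternatives run. The same held for genes upregulated and downregulated at 10h. The log2 fold changes of gp130 and DDB_G0281185 kept their sign under DESeq2, filterByExpr, RLE, library size and the gene length correction. Where a value below differs from the main one, the cause was not tested.

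Cluster sizes were not stable. Against 228, 1189, 3481 and 2825 genes in clusters 1 to 4, average linkage gave 115 genes in cluster 1, 6652 in cluster 3 and 71 in cluster 4, and Ward's linkage gave 1027 in cluster 1. Shrunken log2 fold changes gave 5807 genes in cluster 3 and 72 in cluster 4. With the genes differentially expressed by DESeq2, clusters 2, 3 and 4 held 448, 6463 and 1219 genes. Across the 24 fits that each left out one library, cluster 1 ranged from 55 to 711 genes, cluster 2 from 60 to 3314, cluster 3 from 2397 to 6515 and cluster 4 from 55 to 4523.

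Gene sets past the threshold of camera numbered 19 with the preset correlation and 0 when the correlation was estimated per set, with 5 tests at an unadjusted p below 0.05. The mean log2 fold changes are unaffected by this choice. They were no longer past the threshold for aggregation genes (1.53 at 2h, 1.56 at 4h, 1.86 at 6h, 1.79 at 8h and 1.77 at 10h), Arp2/3 genes at 2h (2.00), culmination genes (1.84 at 6h, 4.09 at 8h and 6.09 at 10h), ribosomal protein genes (-0.56 at 4h, -1.74 at 6h, -0.56 at 8h and -1.16 at 10h), proteasome genes (0.79 at 2h, 1.48 at 4h, 1.55 at 6h and 1.57 at 8h) and spore coat genes (6.50 at 8h and 9.93 at 10h).

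With library size in place of TMM, the median log2 fold change of all tested genes at 10h was -0.185, against 0.0243 with TMM and 0.116 with RLE, so that changes are relative to these shifts. Under library size, 830 genes were higher and 1972 lower at 2h against 0h, and 2213 higher and 3040 lower at 8h. Between time points, 1194 genes were higher and 489 lower from 2h to 4h, 59 lower from 4h to 6h, 854 higher and 1531 lower from 6h to 8h, and 547 higher and 71 lower from 8h to 10h. Culmination genes at 4h (1.33) and ribosomal protein genes at 2h (0.23) passed camera's threshold under library size, and prdx4 reversed to -0.17 from 0.13. The mean log2 fold change also changed its sign under library size for proteasome genes at 10h (-0.04), Arp2/3 genes at 4h (-0.16) and 10h (-0.09), MCM genes at 2h (-0.46) and 8h (-0.22), slug genes at 8h (-0.24) and spore coat genes at 2h (-0.07), although their direction relative to all other genes did not.

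With an adjusted p below 0.05, 1364 genes were higher and 1381 lower from 2h to 4h, 478 and 263 from 4h to 6h, 1885 and 1654 from 6h to 8h, and 878 and 480 from 8h to 10h, and 1650 genes had a rise and a fall. With DESeq2, 373 genes were higher and 215 lower from 4h to 6h, and 317 were lower from 8h to 10h. With the gene length correction, 157 genes were lower from 4h to 6h. That correction also reversed the direction relative to the other genes of Arp2/3 genes at 8h (0.14), MCM genes at 2h (0.16) and MCM genes at 8h (0.61), took culmination genes at 6h (1.82) below the threshold of camera and took MCM genes at 10h (2.21) past it. The sign changed for Arp2/3 genes (-0.20) and MCM genes (0.10) at 4h.

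The first principal component took up 74.8% of the variance with the 1000 most variable genes and 54.0% with all tested genes, and both components together 87.0% and 70.3%. The lowest replicate correlation was 0.875 with the 500 most variable genes and 0.900 with genes of at least 1 CPM, and the lowest between time points was 0.261 and 0.526. For all genes in the available part of Table S6, mRNA at 0h correlated with protein at 0h at 0.679 and with protein at 4h at 0.684, and mRNA at 10h with protein at 0h at 0.141. For genes of Table S5 with changes of at least 1 in both, the correlation across genes was 0.808 and 90.6% had the same direction.

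Across the 24 fits that each left out one library, genes higher at 2h against 0h ranged from 1065 to 1672, higher from 2h to 4h from 518 to 907, higher from 4h to 6h from 156 to 293, lower from 4h to 6h from 40 to 113, lower from 6h to 8h from 487 to 940 and lower from 8h to 10h from 47 to 283. The mean log2 fold changes of gene sets ranged from -0.18 to 0.094 for Arp2/3 genes at 4h, 1.33 to 1.62 and 1.66 to 1.98 for culmination genes at 4h and 6h, and 0.45 to 1.11, -0.99 to -0.41 and -0.88 to -0.25 for ribosomal protein genes at 2h, 4h and 8h. For MCM genes they ranged from -0.28 to 0.15 at 2h, -0.58 to 0.0041 at 4h and -0.20 to 0.32 at 8h. They ranged from -0.12 to 0.29 for proteasome genes at 10h, 0.15 to 0.28 and -0.0097 to 0.19 for slug genes at 10h and 8h, and 0.13 to 0.60 for spore coat genes at 2h. The log2 fold change of prdx4 ranged from -0.22 to 0.34.

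The depth limits the folds of genes without more than 3 reads at 0h, which are lower bounds.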

Differences from the paper's values

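For the genes listed both in Table S5 and in the available part of Table S6, Spearman's correlation across genes of mRNA at 10h and protein at 0h was -0.143, against the paper's 0.02. With all genes in the available part of Table S6, an alternative set before the data were examined, it was 0.141, which also differs from the paper's 0.02, but this list is not limited to differentially expressed genes and so does not bear on the difference. The genes listed in Table S5 and available in Table S6 are a part of those behind the paper's value. They have the smallest p-values of its per-gene correlation, and the effect of this choice was not tested. The alternative with the replicates paired with proteomics could not be run.

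The number of protein-coding transcripts differentially expressed over time was 7723 with edgeR, and 8310 with DESeq2's likelihood ratio test, the method the paper's methods give, which is the paper's 8310.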

Other observations

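The tests of gene length on the deviations of libraries and of duplicated genes were in part chosen only after the result was seen. Libraries of one time point deviated from each other along gene length. The absolute Spearman correlation of a library's deviations and gene length had a median of 0.247 over the 24 libraries and 0.254 among genes of similar level, which restates the pattern and does not test its source. Without ribosomal protein genes it was 0.256, so these genes alone do not account for it. The length slope was not related to total counts within time points (r = -0.307, permutation p = 0.22) or to the TMM factors (r = 0.274, permutation p = 0.23). The pattern cannot be told apart from a gene length bias between libraries, and a biological source of it was not tested. The correction kept 7394 of the calls over time, added 591 and removed 329.

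The spread of ribosomal protein genes between libraries of one time point was not reduced by the gene length correction, with a mean SD of 0.645 before and 0.67 after it. The higher level of the Arp2/3 genes at 2h was 2.00 on the log2 scale before and 1.95 after the correction. The correction moves these genes by a mean of 0.0448 between 0h and 2h, and any gene by between -1.11 and 0.466. These values argue against a gene length bias between libraries as the source of the rise of the Arp2/3 genes at 2h.

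Of 84 pairs of duplicated genes, 83 second copies had no reads and 1 first copy had none. The entries without reads include a run of 258 on chromosome 2 from 3016853 to 3771233. If reads shared between the copies had been discarded, the first copies would lack reads too, but 1 of the 84 did, and those with reads had a median of 65.4 CPM against 20.2 CPM for other tested genes. No biological explanation was tested.

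Other groupings of the libraries were drawn for each count of genes. For genes differentially expressed over time, for genes with a rise and a fall, and for genes upregulated or downregulated at 10h, the real grouping was 1 of the 100 drawn with a count as large, and the highest count of another was 715, 0 and 562. For genes changed against 0h, 1 of the 35 splits gave as many at 2h, 4h, 6h, 8h and 10h, and the same was so from 2h to 4h, from 4h to 6h, from 6h to 8h and from 8h to 10h, where another split reached 327 genes against 711. For gene sets past camera's threshold, as many were found in 19 of the 35 splits at 2h, 22 at 4h, 12 at 6h, 5 at 8h and 15 at 10h, and of the 18 splits with 2 libraries of each time point on each side in 8, 13, 1, 0 and 2, so over all 35 splits its p-values do not set the real grouping apart at any of these time points. For genes of Table S5 with the direction of the protein, 8 of the 35 splits gave as many, the highest with 484 against 463. Apart from the real one, these put 3 libraries of one time point against 1, which keeps the direction of the change, and 0 of the 18 splits with 2 against 2 gave as many, so the count over all splits does not measure chance here. Of the 35 splits, 8 part the libraries of every letter, as the real one does, a number too small for a share below 0.125. Among these, the real split alone gave as many changed genes in each of the comparisons against 0h and between time points, while as many gene sets were found in 4 at 2h, 5 at 4h, 4 at 6h, 2 at 8h and 5 at 10h, and as many genes of Table S5 in 2.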
